# Association of cellular and molecular responses in the rat mammary gland to 17β-estradiol with susceptibility to mammary cancer

**DOI:** 10.1186/1471-2407-13-573

**Published:** 2013-12-05

**Authors:** Lina Ding, Yang Zhao, Christopher L Warren, Ruth Sullivan, Kevin W Eliceiri, James D Shull

**Keywords:** ACI rat, BN rat, Breast cancer susceptibility, Cell proliferation, Gene expression, Epithelial density

## Abstract

**Background:**

We are using ACI and BN rats, which differ markedly in their susceptibility to 17β-estradiol (E2)-induced mammary cancer, to identify genetic variants and environmental factors that determine mammary cancer susceptibility. The objective of this study was to characterize the cellular and molecular responses to E2 in the mammary glands of ACI and BN rats to identify qualitative and quantitative phenotypes that associate with and/or may confer differences in susceptibility to mammary cancer.

**Methods:**

Female ACI and BN rats were treated with E2 for 1, 3 or 12 weeks. Mammary gland morphology and histology were examined by whole mount and hematoxylin and eosin (H&E) staining. Cell proliferation and epithelial density were evaluated by quantitative immunohistochemistry. Apoptosis was evaluated by quantitative western blotting and flow cytometry. Mammary gland differentiation was examined by immunohistochemistry. Gene expression was evaluated by microarray, qRT-PCR and quantitative western blotting assays. Extracellular matrix (ECM) associated collagen was evaluated by Picrosirius Red staining and Second Harmonic Generation (SHG) microscopy.

**Results:**

The luminal epithelium of ACI rats exhibited a rapid and sustained proliferative response to E2. By contrast, the proliferative response exhibited by the mammary epithelium of BN rats was restrained and transitory. Moreover, the epithelium of BN rats appeared to undergo differentiation in response to E2, as evidenced by production of milk proteins as well as luminal ectasia and associated changes in the ECM. Marked differences in expression of genes that encode proteins with well-defined roles in mammary gland development (*Pgr*, *Wnt4*, *Tnfsf11, Prlr, Stat5a, Areg, Gata3*), differentiation and milk production (*Lcn2*, *Spp1*), regulation of extracellular environment (*Mmp7, Mmp9*), and cell-cell or cell-ECM interactions (*Cd44, Cd24, Cd52*) were observed.

**Conclusions:**

We propose that these cellular and molecular phenotypes are heritable and may underlie, at least in part, the differences in mammary cancer susceptibility exhibited by ACI and BN rats.

## Background

In spite of recent advances in diagnosis and treatment, breast cancer remains the second leading cause of cancer-related death in women in the United States. The existence of multiple subtypes of breast cancer, each with unique clinical and/or molecular characteristics, is now well established [1,2]. Multiple genetic and environmental factors contribute to breast cancer development, and it is becoming increasingly clear that development of each breast cancer subtype is influenced by different sets of factors. Known risk factors include a family history of breast cancer, cumulative exposure to endogenous and exogenous estrogens and breast mammographic density [3-9]. Although several genes have been identified that significantly impact breast cancer risk when mutated or aberrantly expressed, only a small fraction of the overall population risk can be attributed to these genes [10-12]. Similarly, the genetic determinants of responsiveness to estrogens and mammographic density remain poorly defined.

We are using inbred ACI (August x Copenhagen, Irish), COP (Copenhagen) and BN (Brown Norway) rats to define the mechanisms through which estrogens contribute to mammary cancer development and identify genetic determinants of susceptibility to mammary cancer. When treated continuously with 17β-estradiol (E2), female ACI rats develop mammary carcinoma at an incidence approaching 100% [13]. The mammary cancers that develop in E2 treated ACI rats express estrogen receptor-α (ERα) and progesterone receptor (Pgr), are dependent upon E2 for continued growth and survival, and frequently exhibit chromosome copy number changes and instability [14-16]. Development of mammary cancer in E2 treated ACI rats is dramatically inhibited by concurrent treatment with tamoxifen, indicating a requirement for one or more estrogen receptor mediated mechanisms in tumor development [17,18]. Interestingly, tumor development in ACI rats also requires the action of progesterone [13,19]. By contrast, COP and BN rats are resistant to E2-induced mammary cancer [20-22]. Multiple genetic determinants of susceptibility to E2-induced mammary cancer, designated *Emca1* (***E****strogen-induced****m****ammary****ca****ncer 1*) through *Emca9*, have been mapped in crosses between susceptible ACI rats and resistant COP or BN rats [21-24]. Each of the mapped quantitative trait loci (QTL) encompass segments of the rat genome that are orthologous to regions of the human genome linked to breast cancer risk in genome wide association studies (GWAS). Together, these data indicate that the ACI rat model of E2-induced mammary cancer is a physiologically relevant model for studying the molecular etiology of luminal type breast cancers.

The purpose of this study was to define, both qualitatively and quantitatively, the manner in which the mammary glands of susceptible ACI and resistant BN rats respond to E2. Dramatic differences in multiple cellular and molecular responses to E2 were observed when these two inbred rat strains were compared. These differences contributed to and/or were associated with differences in epithelial density, mammary gland differentiation and ECM, as well as differential expression of many genes of known significance to mammary gland development. We propose that the observed differences in responsiveness of the mammary gland to E2 represent phenotypes that underlie the documented strain differences in susceptibility to mammary cancer and may also contribute to and/or serve as biomarkers of breast cancer risk in humans.

## Methods

### Care and treatment of animals

All procedures involving live animals were approved by the Animal Care and Use Committee of the University of Wisconsin-Madison. Female ACI and BN rats were purchased from Harlan Laboratories (Indianapolis, IN). As described previously, Silastic^TM^ tubing implants (Dow Corning, Midland, MI), empty or containing 27.5 mg of E2 (Sigma-Aldrich, St. Louis, MO), were made and placed surgically into the interscapular region of 9 week old rats; these implants release hormone continuously and maintain circulating E2 at levels normally observed in pregnant rats [13,25]. Groups of sham treated (empty implant) control and E2 treated rats were euthanized 1, 3 or 12 weeks later. Each rat was injected with 5-bromo-2′-deoxyuridine (BrdU, Sigma-Aldrich), administered intraperitoneally in phosphate buffered saline (PBS) at 50 mg/kg body weight, four hours before termination of the experiments. Mammary tissues were collected and processed as described below to quantify various cellular and molecular phenotypes.

### Evaluation of mammary gland morphology and histology

Mammary gland whole mounts were generated to evaluate gland morphology. The left inguinal and abdominal mammary glands were collected, stretched flat onto Apex Superior Adhesive Slides (Leica Biosystems, Buffalo Grove, IL), and fixed in 25% glacial acetic acid in ethanol overnight at room temperature. The glands were stained overnight at room temperature in 2 mg/ml carmine (Sigma-Aldrich) and dehydrated in 70%, 95% and 100% ethanol [26]. Finally, the glands were cleared by submersion in xylene, approximately 100 ml per slide, which was changed daily until the epithelial structures could be clearly observed. The whole mounts were photographed using an SZX9 dissecting microscope equipped with a C-7070 digital camera (Olympus, Center Valley, PA).

To evaluate mammary gland histology, the glands were collected and fixed overnight at room temperature in 4% paraformaldehyde. The fixed tissues were then transferred to 70% ethanol, processed and embedded in paraffin. Sections (5.0 microns) were cut, mounted on slides, stained with H&E and evaluated by bright field microscopy. Photomicrographs were obtained using a Zeiss Axio Imager.M2 microscope equipped with an AxioCam HRc digital camera (Carl Zeiss, Thornwood, NY).

### Quantitative immunohistochemistry (IHC)

Paraffin embedded mammary tissues were cut to 5.0 microns, mounted on slides, deparaffinized in xylene and rehydrated stepwise in ethanol at decreasing concentration (100% (twice), 95%, 90%, 80%, 70%, 50%). The tissues were permeabilized in 0.5% Triton X-100 in PBS and antigens were retrieved by boiling in 0.01 M sodium citrate (pH 6.0) for 10 minutes. The sections were then incubated in 10% goat serum (diluted in PBS) for 1 h at room temperature; incubated overnight at 4°C in a primary antibody, diluted as described in Additional file 1: Table S1; rinsed three times for 5 minutes each with 0.1% Tween-20 in PBS (0.1% PBST); incubated with the appropriate secondary antibody (Additional file 1: Table S1) for 1 hour at room temperature; rinsed three times for 5 minutes each in 0.1% PBST; and incubated in Prolong Gold Anti-Fade plus 4′,6-diamidino-2-phenylindole (DAPI, Life Technologies, Carlsbad CA). The stained sections were visualized by fluorescence microscopy using an Axio Imager.M2 microscope equipped with an Apotome structured illumination imaging system and an AxioCam MRm digital camera (Carl Zeiss).

Quantitative IHC was performed using a Vectra™ multispectral fluorescence imaging system running Nuance 3.0.0 imaging software (Caliper Life Sciences, Hopkinton, MA). High-resolution (1,360 × 1,024 pixel), 8-bit grayscale images were acquired automatically every fourth field over the entire tissue section. The nuclear compartment was defined by DAPI (blue). Cytokeratin 5 (K5) and cytokeratin 8 (K8) were visualized using secondary antibodies conjugated with Alexa Fluor 488 (green) and Alexa Fluor 546 (red), respectively. Cells that incorporated BrdU during the S phase of the cell cycle were visualized using a secondary antibody conjugated with Alexa Fluor 647 (yellow). An unstained section of mammary tissue was used to build a spectral library for autofluorescence. Sections stained with a single chromogen were used to build spectral libraries for DAPI, Alexa Fluor 488, Alexa Fluor 546 and Alexa Fluor 647. These libraries allowed the different fluorophores to be distinguished from one other and from autofluorescence without spectral overlap. The inform 1.2 analysis software (Caliper Life Sciences) was trained to distinguish epithelium from non-epithelium and to define subcellular compartments (nucleus, cytoplasm and membrane) and was subsequently used to quantify the fraction of luminal epithelial cells in the S phase of the cell cycle (K8/BrdU double positive) as well as the number of luminal epithelial cells (DAPI/K8 double positive) per field.

### Quantification of apoptosis

Freshly isolated inguinal and abdominal mammary glands were cut into small segments and digested for 6 hours at 37°C in Dulbecco’s modified Eagle’s medium/F12 (DMEM/F12, Life Technologies) supplemented with 5% fetal bovine serum (FBS, Life Technologies), 300 U/ml collagenase (STEMCELL Technologies, Vancouver, BC) and 100 U/ml hyaluronidase (STEMCELL Technologies). The resulting organoids were reduced to single cells by digestion with 0.25% Trypsin (STEMCELL Technologies), 5mg/ml Dispase (STEMCELL Technologies) and 5,000 U/ml DNase I (Roche Applied Science, Indianapolis, IN). The dissociated cells were filtered through 25 μm cell strainers and were stained with Alexa Fluor 647 labeled Annexin V conjugate (Life Technologies) and propidium iodide (PI, Sigma-Aldrich) [27]. The stained cells were analyzed using a FACSCalibur flow cytometer running CellQuestPro version 5.2.1 data acquisition software (BD Biosciences, San Jose, CA). Subsequent data analyses were performed using FlowJo version 9.6 (TreeStar Inc., Ashland, OR).

### Evaluation of gene expression

Gene expression profiles were defined for ACI and BN rats that had been treated with E2 for 12 weeks (n = 5 rats per group) using Affymetrix Rat Genome 230 2.0 GeneChips Arrays (Affymetrix, Santa Clara, CA) as described previously [24]. The primary microarray data have been deposited in Gene Expression Omnibus under accession number GSE49548. Gene ontology enrichment analyses were performed using Ontologizer 2.0 as described previously [24].

Differential expression of selected genes was further evaluated by quantitative real-time PCR (qRT-PCR). Total RNA was isolated from frozen mammary tissue using an Aurum Total RNA Fatty and Fibrous Tissue Kit (Bio-Rad, Hercules, CA). Single-stranded cDNA was synthesized using 1 μg RNA and an iScript cDNA Synthesis Kit (Bio-Rad). qRT-PCR was performed using TaqMan Gene Expression Master Mix (Life Technologies), a CFX96 multicolor real-time PCR detection system (Bio-Rad) and pre-designed TaqMan primers and probes (Integrated DNA Technologies, Coralville, IA): *Pgr* (Rn.PT.53.36352803), *Wnt4* (Rn.PT.53.34796012), *Tnfsf11* (Rn.PT.53.13125438), *Spp1* (Rn.PT.51.10587746.g), *Lcn2* (Rn.PT.51.11294783), *Mmp7* (Rn.PT.51.10499639), *Mmp9* (Rn.PT.53a.7321135), *Lef1* (Rn.PT.51.5354713) and *Actb* (Rn.PT.51.13516462). The PCR program was 95°C for 10 minutes followed by 40 cycles at 95°C for 10 seconds and 60°C for 45 seconds. The data for each gene were analyzed using the ΔΔCq method and CFX Manager Software version 2.1 (Bio-Rad) and are illustrated relative to expression levels of *Actb*.

### Quantitative western blotting

Frozen mammary tissues were homogenized with PowerGen Model 35 Handheld Homogenizer (Thermo Fisher Scientific, Waltham, MA) in lysis buffer containing 25 mM HEPES (pH 7.4), 300 mM NaCl, 1.5 mM MgCl_2_, 1 mM EGTA, 0.2 mM Na_3_VO_4_, 50 mM glycerophosphate, 0.5% Triton X-100 and 1% Halt Proteinase and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific). The lysates were centrifuged at 12,000g for 30 min, the supernatants were collected and protein concentration was determined using BCA Protein Assay Reagent (Thermo Fisher). Spp1 and Lcn2 were quantified using the Odyssey Imaging System (LI-COR, Lincoln, NE). Briefly, mammary proteins were separated by SDS-PAGE and transferred to Immobilon-FL PVDF membranes (Millipore, Billerica, MA). The blots were incubated with Odyssey blocking buffer (LI-COR) for 1 h at room temperature; incubated overnight at 4°C with primary antibody diluted in Odyssey blocking buffer containing 0.1% Tween-20 as described in Additional file 1: Table S1; washed four times for 5 minutes each with 0.1% PBST; incubated with the appropriate IRDye-conjugated secondary antibody (Additional file 1: Table S1) for 1 h at room temperature in the dark; washed four times for 5 minutes each with 0.1% PBST; imaged and quantified. Cleaved caspase 3, Mmp7 and Mmp9 were quantified using the ChemiDoc XRS + imaging system (Bio-Rad). SDS-PAGE and protein transfer were performed as described above. The blots were then incubated in PBS containing 5% non-fat milk and 0.1% Tween-20 for 1 hour at room temperature; incubated overnight at 4°C in the same buffer containing primary antibody as indicated in Additional file 1: Table S1; washed four times for 5 minutes each with 0.1% PBST; incubated in horseradish peroxidase conjugated secondary antibody for 1 h at room temperature (Additional file 1: Table S1); and washed four times for 5 minutes each with 0.1% PBST. The proteins were visualized using SuperSignal West Dura Chemiluminescent Substrate (Thermo Fisher), imaged and quantified using Image Lab 4.0.1 software (Bio-Rad). All blots were also probed with an antibody to β-actin (Additional file 1: Table S1) and expression of each protein of interest was normalized relative to the amount of β-actin.

### Evaluation of extracellular matrix collagen

Paraffin embedded mammary tissues were sectioned, deparaffinized, rehydrated and stained with Picrosirius Red (Sigma-Aldrich) to visualize ECM collagen; counter stained with Fast Green FCF (Sigma-Aldrich) to visualize non-collagenous cellular and matrix constituents; imaged and photographed using a BX60 epifluroescence microscope equipped with a DP25 digital camera and cellSens digital imaging software (Olympus). Halogen bulb based illumination was used for polarized light and brightfield microscopy. SHG for visualization of collagen was conducted on a custom multiphoton laser scanning microscope [28,29]. All SHG images were collected at a wavelength of 890nm with a 445 nm (20 nm bandpass) filter (Semrock, Rochester, NY).

### Statistical analysis of data

Differences between groups were evaluated using Student’s two-tailed t-test. Significance was established at *p* < 0.05.

## Results

### Rat strain specific effects of 17β-estradiol on mammary gland morphology and histology

Mammary gland morphology and histology were evaluated at 1, 3 and 12 weeks relative to the initiation of treatment at 9 weeks of age to determine whether or not the mammary glands of susceptible ACI rats and resistant BN rats differ in their responsiveness to E2. Figure 1A illustrates a typical whole mount of the left abdominal and inguinal mammary glands from a 10 weeks old, ovary intact, ACI rat. Figure 1B represents higher magnification images of the region of the abdominal mammary gland of sham or E2 treated ACI or BN rats represented by the rectangle in Figure 1A. The mammary glands of sham treated ACI and BN rats were comprised of elongated, branched ductal structures that extended to the margins of the mammary fat pad and terminated in small clusters of epithelial cells. No discernible differences in mammary gland morphology were observed between sham treated ACI rats and BN rats. E2 treatment induced a marked increase in the size and complexity of the epithelial structures in the mammary glands of ACI rats. This response was observed within 1 week of initiation of E2 treatment and remained apparent following 3 and 12 weeks of treatment. By contrast, the impact of E2 treatment on the size and complexity of the epithelial structures in BN rats was modest (Figure 1B).

**Figure 1:**
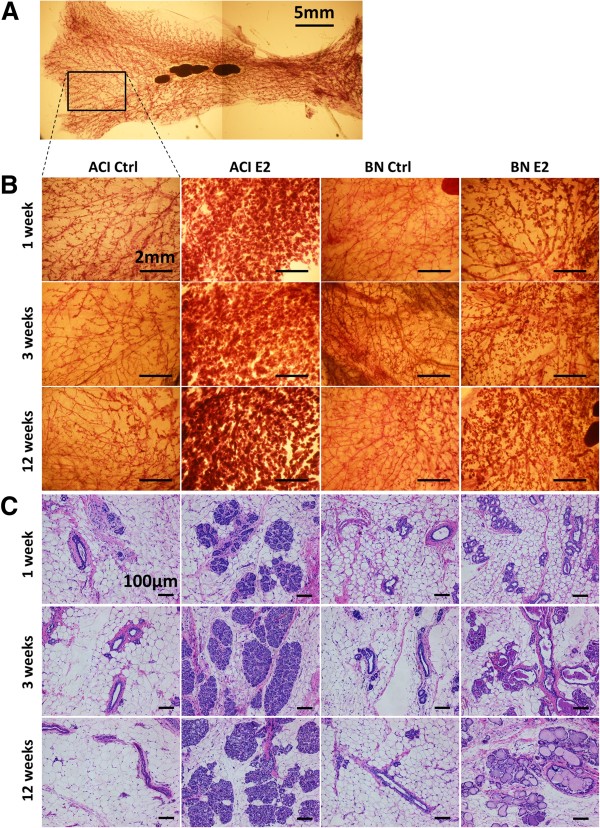
**Rat strain**-**specific effects of 17β**-**estradiol on mammary gland morphology and histology. A,** Representative whole mount of abdominal/inguinal mammary glands from a 10 weeks old ACI female. Left, anterior. Right, posterior. Up, medial. Down, lateral. The rectangle illustrates the approximate region of the abdominal gland illustrated in Panels **B**. Scale bar, 5mm. **B,** Representative images of mammary gland whole mounts from ACI and BN rats, either sham treated (Ctrl) or treated with E2 for 1, 3 or 12 weeks (n = 3). Scale bars, 2mm. **C,** Representative images of mammary tissues, sectioned and stained with hematoxylin and eosin, from ACI and BN rats treated as described in Panels **B** (n ≥ 5). Scale bars, 100 μm.

Examination of H&E stained sections demonstrated that the mammary glands of sham treated ACI and BN rats consisted of ducts, terminal duct lobule units and associated ECM embedded within the mammary fat pad (Figure 1C). No discernible differences in mammary gland histology were observed between sham treated ACI and BN rats at any of the three time points. The mammary glands of E2 treated ACI rats consisted of large clusters of epithelial cells organized around the mammary ducts, consistent with induction of lobuloalveolar hyperplasia. This hyperplastic response to E2 was apparent within 1 week of initiation of treatment and appeared similar following 3 and 12 weeks of treatment. Although E2 treatment led to an increase in the apparent size of the epithelial structures in the mammary glands of BN rats, this resulted primarily from luminal ectasia in addition to a slight but discernible induction of lobuloalveolar hyperplasia. The luminal ectasia was apparent within 1 week of initiation of E2 treatment and remained the predominant feature in the mammary glands of E2 treated BN rats following 3 and 12 weeks of treatment. Together, these data illustrate remarkable differences in the cellular responses to E2 within the mammary glands of ACI and BN rats that are discernible within 1 week of initiation of hormone treatment.

### Rat strain specific effects of 17β-estradiol on mammary cell proliferation and differentiation, but not apoptosis

Proliferation in defined mammary cell populations was quantified by IHC using antibodies to K5, a marker of basal epithelium, K8, a marker of luminal epithelium, and BrdU, a marker for cells that transited the S phase of the cell cycle within the 4 hours preceding euthanasia. Representative images from ACI and BN rats treated for 1 week with E2 and age matched, sham treated, control rats are illustrated in Figure 2A. Images generated at the 3 week and 12 week time points are appended as Additional file 2: Figure S1A and S1B, respectively. The mammary epithelia of both control and E2 treated ACI and BN rats were comprised of an outer layer of basal cells surrounding the inner luminal cells. Quantification by Vectra system demonstrated that the fraction of BrdU positive cells in the luminal epithelium of sham treated ACI and BN rats was below 1.0% at each of the time points and did not differ between strains (Figure 2A and 2B). Treatment with E2 dramatically induced proliferation within the luminal epithelium of ACI rats. The fraction of luminal cells staining positive for BrdU was increased to 10.6%, 8.2% and 5.8% in ACI rats treated with E2 for 1, 3 and 12 weeks, respectively. By contrast, E2 treatment increased the fraction of luminal cells staining positive for BrdU in BN rats to only 3.2% following 1 week and 1.8% following 3 weeks of treatment, and no significant increase was observed in BN rats treated with E2 for 12 weeks (Figure 2A and 2B). The fraction of S phase cells in the luminal epithelium of E2 treated ACI rats was significantly greater than in treated BN rats at each of the three time points. The difference in induction of luminal epithelial cell proliferation in these two rat strains was clearly reflected in the morphological and histological differences described above (Figure 1B, 1C and 2A), as well as in differences in epithelial density measured by quantifying the number of luminal epithelial cells per microscopic field. This indicator of epithelial density did not differ between sham treated ACI and BN rats at any of the time points examined (Figure 2C). The number of luminal epithelial cells per field was increased more than 6-fold in ACI rats treated with E2 for 1, 3 or 12 weeks, relative to age-matched control ACI rats. By contrast, the number of luminal epithelial cells per field was increased 1.7-, 2.4- and 3.2-fold in BN rats treated for 1, 3 and 12 weeks, respectively, relative to control BN rats. Together, these data demonstrate that the proliferative response of the luminal epithelium of ACI rats to E2 is markedly greater than that of BN rats. Proliferation in the basal epithelium was not quantified because the basal cells in E2 treated rats assumed an elongated morphology that made it difficult to assign a specific nucleus to the cells staining positive for K5.

**Figure 2:**
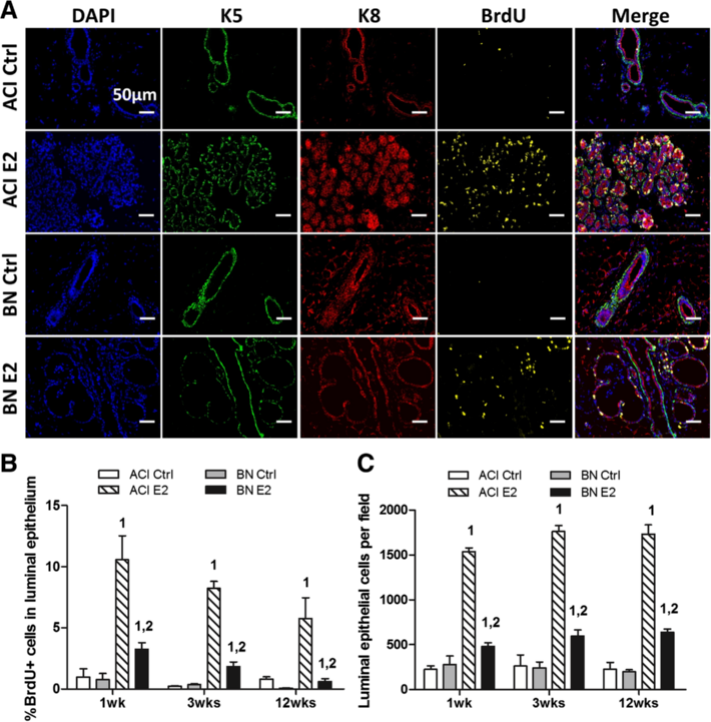
**Rat strain**-**specific effects of 17β**-**estradiol on mammary epithelial cell proliferation. A,** Representative fluorescent images of mammary tissues from ACI and BN rats, either sham treated (Ctrl) or treated with E2 for 1 week (n = 3). Column 1, nuclei identified by staining DNA with 4′,6-diamidino-2-phenylindole (DAPI, blue). Column 2, basal epithelial cells were identified by immunostaining for cytokeratin 5 (K5, green). Column 3, luminal epithelial cells were identified by immunostaining for cytokeratin 8 (K8, red). Colum 4, cells transiting S phase were identified by immunostaining for BrdU (yellow). Column 5, merged images from columns 1 through 4. Scale bars, 50 μm. **B,** The number of luminal epithelial cells (K8 positive) in S phase (BrdU positive) was quantified using a Vectra^TM^ multispectral fluorescence imaging system and illustrated as the percentage of total luminal epithelial cells. **C,** The number of luminal epithelial cells per field was quantified as an indicator of epithelial density. Each data bar in Panels B and C represents the mean ± standard error of the mean (SEM, n = 3). 1, *p* < 0.05 for comparison of E2 treated vs. sham treated rats of same strain. 2, *p* < 0.05 for comparison of E2 treated BN vs. treated ACI rats.

Apoptosis within the mammary gland was evaluated using two independent methods. In the first, the levels of the activated 17 and 19 kDa forms of caspase 3 were quantified by western blotting. No significant differences in the levels of cleaved caspase 3 were observed when mammary glands from E2 treated ACI and BN rats were compared (Figure 3A and 3B). Binding of Annexin V to dispersed mammary cells was quantified by flow cytometry as a second indicator of apoptosis. Approximately 20% of cells isolated from mammary glands of ACI and BN rats that were treated with E2 for 3 weeks stained positive for Annexin V and negative for PI (Figure 3C and 3D). When an involuting mammary gland from an ACI rat (3 days post-lactation) was evaluated as a positive control, approximately 80% of cells isolated cells stained positive for Annexin V. Together, these data suggest that the levels of apoptosis in the mammary glands of E2 treated ACI and BN rats did not differ significantly.

**Figure 3:**
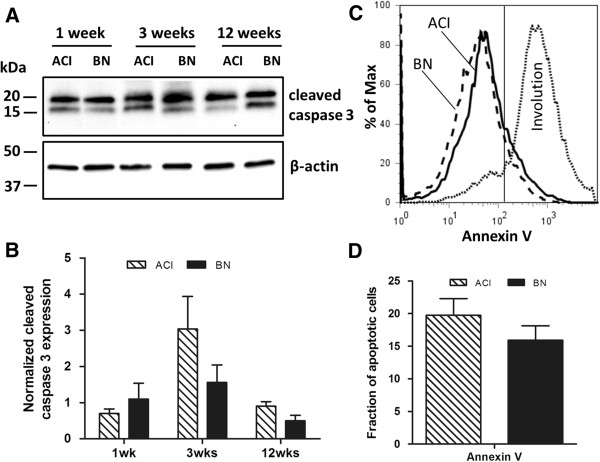
**No discernable effect of rat strain on apoptosis in the mammary gland. A,** Representative western blots of protein lysates prepared from mammary glands of ACI and BN rats, treated with E2 for 1, 3 or 12 weeks, and probed with antibody to cleaved forms (19 kDa and 17 kDa fragments) of caspase 3 (n = 3). **B,** The amount of cleaved caspase 3 was quantified using a Bio-Rad ChemiDoc XRS + imaging system and normalized to the amount of β-actin. Each data bar represents the mean ± SEM, n = 3 biological replicates. **C,** Cells isolated from mammary glands of ACI and BN rats, treated with E2 for 3 weeks, were stained with Annexin V and propidium iodide and analyzed by flow cytometry. Cells isolated from an involuting mammary gland (3 days post-lactation) were stained and analyzed as a positive control. **D,** Each data bar represents the number of apoptotic cells (positive for annexin V, negative for PI) expressed as a percentage of total PI negative cells (mean ± SEM, n = 3).

IHC was performed using an antibody to milk proteins to evaluate mammary gland differentiation and to define the nature of the luminal ectasia observed in E2 treated BN rats (Figure 4). Immunoreactive milk proteins were detected in the lumens of sham treated ACI and BN rats and the amount of immunostaining did not differ discernibly between these rat strains. Milk proteins were also detected in the lumens of ACI rats treated with E2 for 1, 3 and 12 weeks. The most prominent feature of the mammary glands of E2 treated BN rats was the markedly dilated lumens that contain immunoreactive milk proteins. These data, together with data presented above, suggest that the primary response of the ACI mammary gland to E2 is cell proliferation, which leads to dramatic epithelial hyperplasia. By contrast, the primary response of the BN mammary gland to E2 appears to be differentiation to an active secretory epithelium associated with luminal ectasia and modest epithelial hyperplasia.

**Figure 4:**
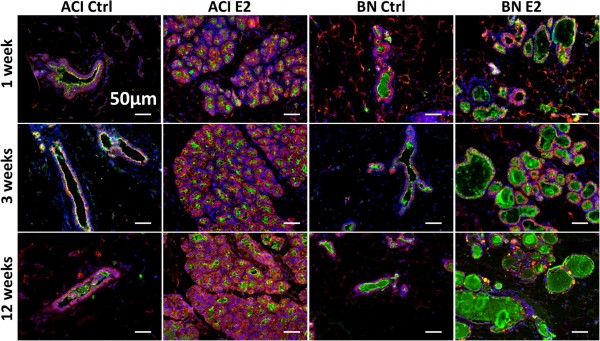
**Rat strain**-**specific effects of 17β**-**estradiol on luminal ectasia and expression of milk proteins.** Representative fluorescent images of mammary tissues from ACI and BN rats, either sham treated (Ctrl) or treated with E2 for 1, 3 or 12 weeks (n = 3). Nuclei were identified by staining DNA with DAPI (blue), luminal epithelial cells by immunostaining for K8 (red), and milk proteins were identified by immunostaining using a polyclonal antibody generated against milk specific proteins (green). Note that the mammary glands from E2 treated BN rats exhibit prominent ectatic lumens containing immunoreactive milk protein(s). Scale bars, 50 μm.

### Rat strain specific effects of 17β-estradiol on gene expression

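Whole mammary glands of 5 ACI rats and 5 BN (Brown Norway) rats were compared after 12 weeks of treatment with E2, released from a subcutaneous implant holding 27.5 mg that was placed at 9 weeks of age. Each rat gave 1 Affymetrix Rat Genome array, so the spread within a strain is the spread between rats, and the number of arrays limits the precision of every value. Untreated rats are not among these arrays, and each difference is therefore between strains under E2 and not a response to E2. According to the submitters' processing notes, the authors summarized the probes of each transcript with GCRMA, a method that corrects for background by probe sequence and normalizes the arrays to each other; the deposited values are on a log2 scale. Which arrays were normalized together is not given in the sources used here, and the samples of each strain were deposited under a separate run of accession numbers, so a difference between deposits cannot be separated from strain. The lowest value of the data, a background level, was shared by 30.6% to 33.3% of the probe sets of each array. Between 14067 and 14596 probe sets per array lay above a log2 value of 4. A probe set with all rats of a strain under 4 is described as near background in that strain, and a fold against such a strain is a lower bound. From the deposited values, limma was fitted to 31042 probe sets with strain as the only term, after 57 control probe sets had been left out, and p-values were adjusted by the Benjamini-Hochberg method. Probe sets at an adjusted p under 0.05 were called, and log2 fold changes are ACI minus BN, so that a negative value is a higher level in BN rats. A gene with several probe sets is represented by the probe set with the highest mean over all arrays, which gave 14217 genes. The strains lay apart on the first principal component, which held 57.1% of the variance. The second held 18.9% and set BN rats 4 and 5, at -49.85 and -90.72, apart from BN rats 1 to 3, at 23.23 to 49.18. The labels give these 2 BN rats and ACI rats 4 and 5 animal IDs that open with H and the other rats IDs that open with S; the meaning of the letters is not given in the sources used here, and values within each ID series accompany the main counts. Correlations between arrays were 0.981 to 0.995 within ACI, 0.957 to 0.992 within BN and 0.935 to 0.960 between strains. Genes of skeletal muscle, which lies next to the gland, varied within both strains. The mean log2 level of 19 such genes ran from 5.98 to 10.17 in ACI rats and from 3.21 to 9.22 in BN rats.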

To gain insights into the molecular mechanisms that underlie the observed differences in responsiveness of the ACI and BN mammary glands to estrogen, gene expression profiles were generated using total RNA isolated from whole mammary glands from ACI and BN rats that were treated with E2 for 12 weeks. Transcripts corresponding to 4170 probe sets were observed to be differentially expressed using a false discovery rate of 5%. Of these, transcripts corresponding to 2267 probe sets were more highly expressed in mammary glands from E2 treated ACI rats, relative to matched BN rats, whereas transcripts corresponding to 1903 probe sets were more highly expressed in mammary glands from BN rats (Additional file 1: Table S2). 

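Between the glands of ACI and BN rats, 3930 probe sets differed at an adjusted p under 0.05 from limma. Among genes taken by their representative probe sets, *Clca1*, *Orm1* and *Spink8*, which encode secreted proteins, lay furthest above BN in the ACI rats, and *Spp1*, *Lcn2*, *Clec4m* and *Mmp7* lay furthest above ACI in the BN rats. This order is that of the measured values, since folds against a strain near background, as for *Spink8*, *Clec4m* and *Mmp7*, are lower bounds. The median size of the called differences was 1.26 on the log2 scale, and 2553 of the called probe sets differed at least 2-fold. In 3811 probe sets, 12.3% of those tested, the values of the 5 ACI rats did not overlap those of the 5 BN rats, against the 0.79% that chance gives; 3277 of these were called. At an unadjusted p under 0.05 there were 7740 probe sets. The count was 4296 with the animal ID series as a block, 4855 within series S and 100 within series H, which holds 2 rats per strain, and it was 2598 without ACI rat 4. In fits chosen after seeing the data it was 6350 without BN rats 4 and 5, and 1186 with the level of B and T lymphocyte genes of each array as a covariate.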

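ACI glands had the higher level in 2108 of the called probe sets and BN glands in 1822, which puts 53.6% of the calls on the ACI side. Counted by gene, with 1 representative probe set each, 1179 genes were higher in ACI rats and 1297 in BN rats. At least 8-fold differences were called in 137 probe sets toward ACI and in 152 toward BN. *Clca1*, which encodes a secreted regulator of chloride channels, had a log2 level of 13.21 ± 0.166 (SD, n = 5) in ACI rats and 4.54 ± 0.757 (SD, n = 5) in BN rats, a log2 fold change of 8.67 (standard error 0.338, adjusted p = 3.88e-06 from limma). *Orm1*, which encodes the acute phase protein orosomucoid, followed at 7.64 (standard error 0.358, adjusted p = 1.09e-05). Other genes among the 10 with the largest changes toward ACI were the protease inhibitor genes *Spink8* at 6.78 and *Serpina3c* at 5.53, the secretoglobin pseudogene *Scgb1d2-ps1* at 5.98, *Aadat* at 5.72, *Magea9* at 5.45, *Pnmt* at 5.32 and the melanocyte gene *Mlana* at 5.22. *Spink8*, *Serpina3c*, *Magea9*, *Pnmt* and *Mlana* were near background in BN rats. Toward BN, the C-type lectin gene *Clec4m* had a log2 fold change of -7.53 (standard error 1.43, adjusted p = 0.0104); it was 4.03 in BN rat 3 and at least 10.54 in the other BN rats. *Cxcl13*, which encodes a chemokine that attracts B cells, had -7.10 (standard error 0.433, adjusted p = 4.9e-05). *Pou2af1*, a coactivator of immunoglobulin genes, had -6.11, the immunoglobulin light chain gene *Iglc1* -5.94, the plasma cell gene *Mzb1* -5.42, the retinoic acid synthesis gene *Aldh1a3* -5.36 and the unnamed locus *LOC103691468* -6.23. *Clec4m*, *Pou2af1*, *Iglc1*, *Mzb1* and *LOC103691468* were at or near background in ACI rats. Of 105 genes named by rules fixed in advance, 100 were called, most of them named for large called changes on these same arrays, so that the rules partly fix this number; within ID series S and within series H, 75 and 11 of them were called. The split between ACI and BN calls was 2253 to 2043 with the ID series as a block, 2072 to 2783 within series S and 45 to 55 within series H; it was 2454 to 2807 when each array was centred on the median of its probe sets with a mean above 4, and 2118 to 2500 without BN rat 5.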

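Genes of B and plasma cells were higher in BN glands. Of 17 measured, 13 were called higher in BN and none in ACI (14 and 1 when adjusted over the list alone), with a median log2 fold change of -3.55 and an adjusted p of 3.12e-07 from limma's camera test at a preset correlation of 0.01. The adjusted p was 0.286 with an estimated correlation. *Jchain*, which encodes the chain that joins secreted antibodies, had a log2 fold change of -3.86 (standard error 0.21, adjusted p = 2.73e-05), and *Ms4a1*, which encodes the B cell surface protein CD20, had -6.81 (standard error 1.67, adjusted p = 0.0318). Genes of T cells were also higher in BN, with 13 of 27 called toward BN and none toward ACI (16 and 0 when adjusted over the list alone), among them *Cd3d*, which encodes a chain of the T cell receptor complex, at -5.01 and *Sit1*, an adaptor of T cell signalling, at -4.02. The calls of *Ms4a1* and *Sit1* were kept in only 1 of the 10 fits that left out 1 rat, that without BN rat 3. The median of the T cell list was -2.06, its adjusted p 2.59e-06 and its adjusted p with an estimated correlation 0.398. Of 21 genes of macrophages, 10 were higher in BN, such as the receptor gene *Trem2* at -2.82 and the membrane protein gene *Ms4a7*, also at -2.82, and the Fc receptor gene *Fcgr3a* was higher in ACI at 1.30 (15 and 2 when adjusted over the list alone; adjusted p for the list 7.83e-06, or 0.26 with an estimated correlation). Of 13 genes of lymph node stroma and follicles, 3 of which are also in the B cell list, 6 were higher in BN and 2 in ACI (8 and 2 when adjusted over the list alone; adjusted p 0.0182, or 0.407 with an estimated correlation). The 2 toward ACI were *Clu*, also in the list of involution and acute phase, and *Glycam1*, also in the list of milk protein and secretory products. Of 17 genes of granulocytes and mast cells, 3 were higher in BN and none in ACI (4 and 0 when adjusted over the list alone), with *S100a9* at -4.92 (adjusted p for the list 0.0178, or 0.156 with an estimated correlation). Of 10 genes of MHC class II presentation, 2 were higher in BN and none in ACI (3 and 0 when adjusted over the list alone), with *Ciita* at -1.94 (adjusted p for the list 0.0199, or 0.43 with an estimated correlation). Only 1 was called in 7 of the 10 fits that left out 1 rat and within ID series S. Of 18 genes of cytotoxic and natural killer cells, only *Gzma*, at 1.64, was called toward ACI and only *Cst7*, at -3.23, toward BN, where 3 were called without BN rat 3 (1 and 4 when adjusted over the list alone; adjusted p for the list 0.0448, or 0.476 with an estimated correlation). Of 32 interferon response genes, 4 were higher in ACI, with *Mx2* at 4.67, and 6 in BN, with *Usp18* at -2.60 (5 and 7 when adjusted over the list alone); this list did not pass the test (adjusted p = 0.816), and the BN count fell to 3 without ACI rat 1 and within ID series S, where 6 genes were called toward ACI. *Mx2* was near background in BN rats and *Sit1* in ACI rats.

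**Figure D1:**
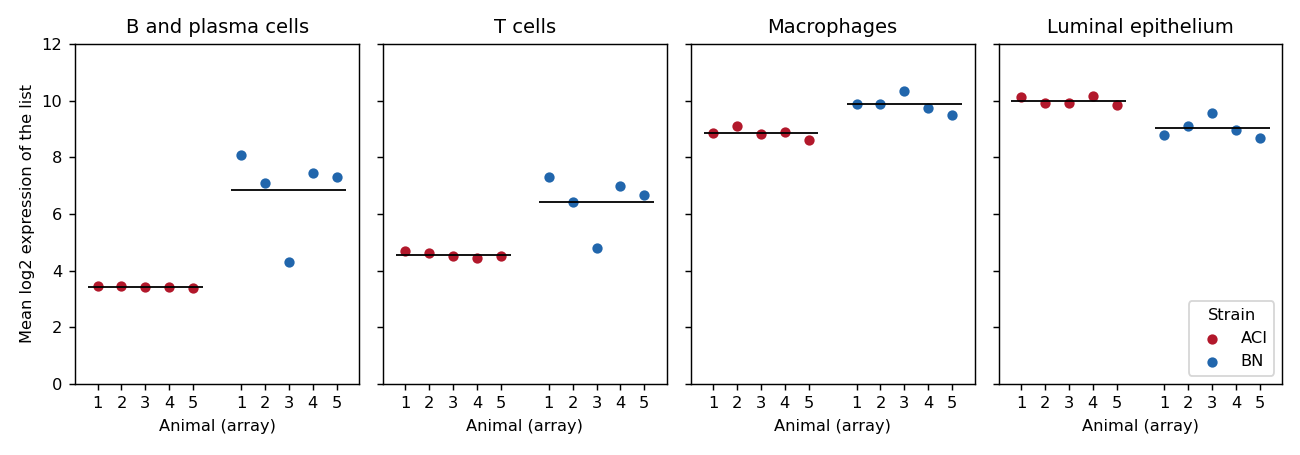
Mean log2 expression (y axis) of the genes of 4 lists in each rat (points), by strain (x axis); lines mark strain means. BN rat 3 was at 4.29 on the B and plasma cell list, with the other BN rats at 7.10 or above and the ACI rats at 3.46 or below.

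BN rats differed from each other in these genes. BN rat 3 had *Ms4a1* at the lowest value of the data, as had all ACI rats, and a mean of 4.80 on the T cell list, against 6.41 or more in the other BN rats and up to 4.70 in ACI rats. On the lymph node list that rat was at 6.07 and the other BN rats at 7.86 or above, whereas on the macrophage list it had the highest mean, 10.33. Without any 1 of the other rats, the BN calls fell to 5 in the B cell list, to between 5 and 7 in the T cell list and to 3 in the lymph node list, whereas they were 13, 17 and 7 without BN rat 3; within ID series S, which holds that rat, they were 4, 1 and 2. Within that series the adjusted p was 0.00182 for the B cell list, 0.024 for the T cell list, 0.363 for the lymph node list, 0.198 for granulocytes and mast cells, 0.613 for MHC class II presentation and 0.363 for cytotoxic and natural killer cells.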

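Genes of the cell cycle were called in few cases. Of 51 measured, 6 were higher in ACI glands, 1 was higher in BN glands and 44 did not pass the test (8 and 1 called when adjusted over the list alone). The 6 included *Smc4*, a condensin subunit gene, with a log2 fold change of 1.66 (standard error 0.297, adjusted p = 0.00795 from limma) and -0.22 on its second probe set (adjusted p = 0.451), *Ect2*, which acts in cytokinesis, with 1.58 (standard error 0.276, adjusted p = 0.00697), and *Top2a*, which encodes topoisomerase II alpha, with 1.29 (standard error 0.322, adjusted p = 0.0333). *Ccne1*, the cyclin E1 gene, was higher in BN at -0.86 (adjusted p = 0.0437). *Mki67*, which encodes the proliferation marker Ki67, had 0.16 (standard error 0.391, adjusted p = 0.958) and *Pcna* had -0.14 (standard error 0.371, adjusted p = 0.985). The median of the list was 0.26, with an adjusted p of 0.00605 from camera, or 0.561 with an estimated correlation. The list call was lost without BN rat 5 (adjusted p = 0.0559), whose mean of 5.20 on the list lay below the 5.86 to 6.29 of the other BN rats. Within ID series S 4 genes were called toward ACI and 3 toward BN, and the adjusted p of the list was 0.795. Within series H the adjusted p was 1.13e-05, and the difference between the series was not tested. Leaving out 1 array at a time gave 3 to 5 ACI calls, with fewest without ACI rat 3 or 4 or BN rat 1 or 2, and *Ccne1* was not called without any of the ACI rats or without BN rats 1, 2, 3 or 5.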

The genome ontology terms most strongly associated with the differentially expressed transcripts related to immune system process/response, cell activation/proliferation and cell surface binding/adhesion (Additional file 1: Table S3).

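*Pgr*, which encodes the progesterone receptor, had a log2 level of 5.04 ± 0.166 (SD, n = 5) in ACI rats and 2.25 ± 0.0134 (SD, n = 5), near background, in BN rats, a log2 fold change of 2.78 (standard error 0.0726, adjusted p = 3.28e-07 from limma) and a level at least 6.89-fold higher. *Wnt4*, which encodes a secreted Wnt protein, was at 7.46 ± 0.0676 in ACI rats and 3.06 ± 0.257, also near background, in BN rats (SD, n = 5), a log2 fold change of 4.40 (standard error 0.116, adjusted p = 3.28e-07) and a level at least 21.1-fold higher. *Areg*, which encodes the EGF receptor ligand amphiregulin, was at 8.49 ± 0.419 in ACI rats and 2.77 ± 0.0817, near background, in BN rats (SD, n = 5), a log2 fold change of 5.73 (standard error 0.186, adjusted p = 1.28e-06) and a level at least 52.9-fold higher. *Tnfsf11*, which encodes RANKL, had a log2 fold change of 3.25 (standard error 0.57, adjusted p = 0.00725), and *Stat5a*, which encodes a transcription factor of prolactin signalling, had 1.29 (standard error 0.249, adjusted p = 0.0113). In each of these 5 genes every ACI rat had a higher level than every BN rat (exact permutation test, two-sided p = 0.0079, the smallest that 5 rats against 5 allow). *Prlr*, the prolactin receptor gene, is measured by several probe sets. Its representative probe set had 2.57 (standard error 0.756, adjusted p = 0.0619), with 10.07 ± 0.412 (SD, n = 5) in ACI rats and a wider spread, 7.50 ± 1.68 (SD, n = 5), in BN rats; a second had 2.65 (standard error 0.184, adjusted p = 9.24e-05) and another, with means of 3.65 in ACI and 3.32 in BN rats, 0.33 (adjusted p = 0.418). For *Gata3*, a transcription factor of luminal cells, the representative probe set had 0.61 (standard error 0.31, adjusted p = 0.282) and another had 1.52 (standard error 0.301, adjusted p = 0.0129). Of the 7 genes, 5 were called by their representative probe set (6 when adjusted over the list alone) and none was called toward BN. The list as a whole had an adjusted p of 2.14e-07 from camera, and 0.00909 with an estimated correlation; the study chose these genes on these samples, so the list is not independent evidence of its direction. Within ID series H, with 2 rats per strain, *Wnt4*, *Tnfsf11* and *Stat5a* had log2 fold changes of 4.45, 2.76 and 0.81 and were not called (adjusted p = 0.0927, 0.167 and 0.73).

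**Figure D2:**
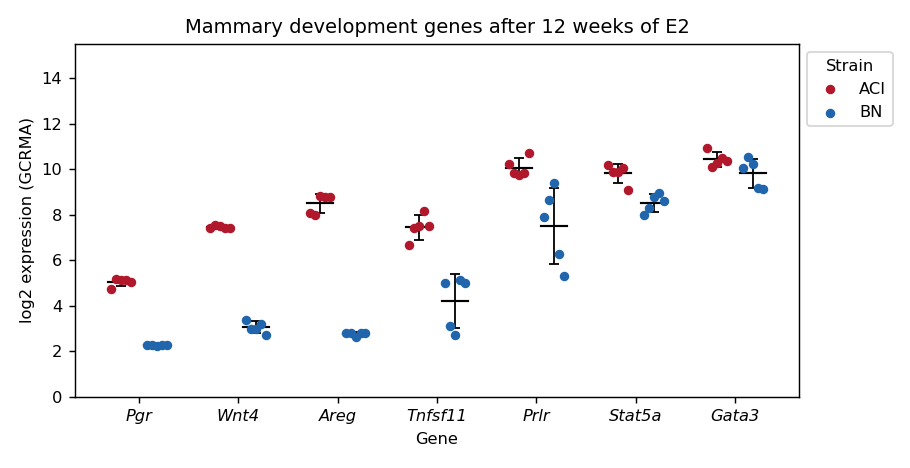
Log2 expression (y axis) of 7 genes of mammary development (x axis) in each ACI rat (red points) and BN rat (blue points) after 12 weeks of E2, by representative probe set; bars show mean ± SD. The strains do not overlap in *Pgr*, *Wnt4*, *Areg*, *Tnfsf11*, *Prlr* and *Stat5a*, and they overlap in *Gata3*.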

Several genes that encode proteins that serve defined roles in mammary gland development were observed to be more highly expressed in mammary glands of E2 treated ACI rats, including *Pgr*, *Wnt4*, *Tnfsf11*, *Areg*, *Prlr*, *Stat5a* and *Gata3*. 

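*Spp1*, which encodes the secreted phosphoprotein osteopontin, had a log2 level of 13.38 ± 0.355 (SD, n = 5) in BN rats and 3.99 ± 1.01 (SD, n = 5) in ACI rats. The log2 fold change was -9.39 (standard error 0.468, adjusted p = 1.58e-05 from limma). *Lcn2*, which encodes the secreted glycoprotein lipocalin 2, was at 13.29 ± 0.247 in BN rats and 4.94 ± 0.973 in ACI rats (SD, n = 5), a log2 fold change of -8.35 (standard error 0.438, adjusted p = 2.19e-05). Genes of milk proteins and other secretory products were called more often toward ACI than toward BN. Of 19 measured, 9 were higher in ACI, 2 were higher in BN and 8 did not pass the test (11 and 2 called when adjusted over the list alone). The casein genes *Csn1s1* and *Csn2* were called toward ACI, with 0.43 (standard error 0.0387, adjusted p = 0.000284) and 0.40 (standard error 0.0727, adjusted p = 0.00836); their mean log2 levels of 14.81 to 15.34 lie near the highest value of the data, where arrays can compress differences. Larger changes toward ACI were those of the nucleoside transporter gene *Slc28a3* at 3.85, near background in BN rats, the folate receptor gene *Folr1* at 2.63 and *Olah*, which ends fatty acid chains at medium length, at 1.81. *Wfdc18* was higher in BN at -4.76 (standard error 0.641, adjusted p = 0.00204) and lay at background in ACI rats. *Lalba*, which encodes alpha-lactalbumin, was higher in BN at -0.27 (standard error 0.075, adjusted p = 0.0492), and this call was lost in 9 of the 10 fits that each left out 1 array, every one but that without ACI rat 5. The whey protein gene *Wap* had 0.38 (standard error 0.161, adjusted p = 0.184). The list had a median of 0.51 and an adjusted p of 1.69e-05 from camera, or 0.287 with an estimated correlation. On the luminal epithelium list every ACI rat had a higher mean than every BN rat, whereas on the milk protein list ACI rat 5, at 11.18, lay below BN rat 3, at 11.22. The BN rats had the same order on both lists, with BN rat 3 highest and BN rat 5 lowest.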

Interestingly, two genes that encode proteins that are secreted into milk and may function in regulation of mammary gland differentiation and milk production, *Spp1* and *Lcn2*, were more highly expressed in the mammary glands of BN rats. Also highly expressed in the mammary glands of E2 treated BN rats were multiple genes that encode proteins that regulate the extracellular environment including *Mmp7*, *Mmp9*, *Mmp11* and *Mmp12*; *Adam8*, *Adam9*, *Adam15* and *Adam17*; and *Timp1*, *Timp2* and *Timp3*. qRT-PCR was performed for eight differentially expressed genes to validate the microarray data. 

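*Mmp7*, which encodes the metalloproteinase matrilysin, had a log2 level of 9.83 ± 0.44 (SD, n = 5) in BN rats and was at 2.37, near background, in all ACI rats, a log2 fold change of -7.46 (standard error 0.192, adjusted p = 3.28e-07 from limma) and a level at least 176-fold higher in BN. *Mmp9*, which encodes a gelatinase, was at 4.64 ± 0.753 (SD, n = 5) in BN rats and at background in ACI rats, a log2 fold change of -2.41 (standard error 0.328, adjusted p = 0.00217). *Mmp11* had -2.50 (standard error 0.528, adjusted p = 0.0169) and *Mmp12*, a proteinase of macrophages, -1.39 (standard error 0.349, adjusted p = 0.0347). Of the membrane-bound ADAM proteinases, *Adam8*, near background in ACI rats, had -1.74 (adjusted p = 0.0292), *Adam15* -1.19 (adjusted p = 0.0138) and *Adam17* -1.02 (adjusted p = 0.0363). The probe set annotated to *Adam9* lay near background (0.26, adjusted p = 0.596), and the probe set that the paper's Table S2 names *Adam9* had -0.92 (standard error 0.135, adjusted p = 0.0031). The inhibitor genes *Timp1*, *Timp2* and *Timp3* had -1.65 (adjusted p = 0.035), -1.38 (adjusted p = 0.00296) and -1.41 (adjusted p = 0.042); a second probe set of *Timp2* had 0.41 (adjusted p = 0.435), and 2 other detected probe sets of *Timp3* had -1.32 and -0.96 (adjusted p = 0.0972 and 0.306). Of the 11 genes 10 were called toward BN and none toward ACI, also when adjusted over the list alone. The list had an adjusted p of 2.11e-06 from camera, or 0.156 with an estimated correlation, and was chosen by the study on these samples, so it is not independent evidence of its direction. Of 23 other metalloproteinases and their regulators, 3 were higher in BN and none in ACI (8 and 0 when adjusted over the list alone), with *Adamts4* at -2.08 and the plasminogen activator gene *Plat* at -1.77; the adjusted p was 0.015, or 0.156 with an estimated correlation, and 0.252 within ID series S, and the call was lost without BN rat 5. BN rat 3, the highest on the macrophage list, also had the highest mean of the 11 genes, 8.83 against 7.61 in the lowest BN rat. BN calls among the 11 were 5 or 6 without any of the ACI rats or BN rats 1 or 2, 10 without BN rat 5 and 7 within ID series S; *Mmp12*, *Adam8*, *Adam17*, *Timp1* and *Timp3* were each lost in at least 7 of these 10 fits.

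**Figure D3:**
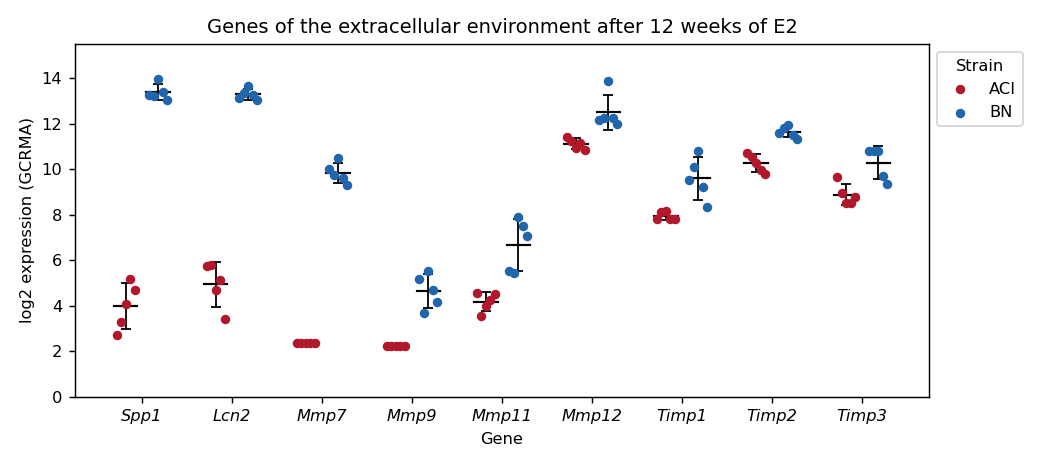
Log2 expression (y axis) of 9 genes of the extracellular environment (x axis) in each ACI rat (red points) and BN rat (blue points) after 12 weeks of E2, by representative probe set; bars show mean ± SD. The strains do not overlap in 8 of the genes, and they overlap in *Timp3*.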

The data from these analyses verified that *Pgr, Wnt4* and *Tnfsf11* were expressed at a significantly higher level in the mammary glands of E2 treated ACI rats, whereas *Spp1, Lcn2, Mmp7, Mmp9, and Lef1* were expressed at a significantly higher level in the mammary glands of E2 treated BN rats (Figure 5).

**Figure 5:**
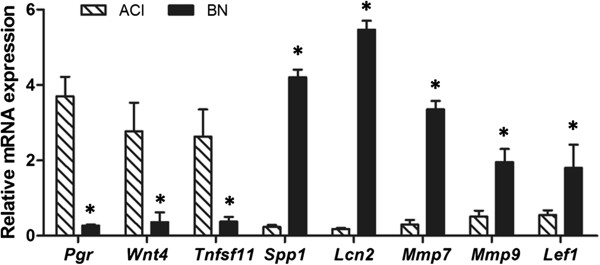
**Rat strain**-**specific effects of 17β**-**estradiol on mRNA expression.** RNA was isolated from mammary glands of ACI and BN rats, treated with E2 for 12 weeks. Expression of mRNAs encoded by 8 genes of interest was quantified using the ΔΔCq PCR-based method. Each data bar represents the level of the indicated mRNA normalized to the level of β-actin mRNA (mean ± SEM, n = 3. *, *p* < 0.05). The differences observed upon comparison of expression of these 8 mRNA in mammary glands from E2 treated ACI and BN rats were concordant with differences in expression observed upon microarray analysis.

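On the arrays *Pgr*, *Wnt4* and *Tnfsf11* were called higher in ACI rats and *Spp1*, *Lcn2*, *Mmp7* and *Mmp9* were called higher in BN rats. *Lef1*, which encodes a transcription factor of Wnt signalling that T cells also express, was measured by 2 probe sets. The brighter had a log2 level of 5.62 ± 1.87 (SD, n = 5) in BN rats and 2.72 ± 0.241 (SD, n = 5), near background, in ACI rats, a log2 fold change of -2.90 (standard error 0.824, adjusted p = 0.0551 from limma), and the other, at background in all ACI rats, had -3.13 (standard error 0.796, adjusted p = 0.0362). BN rat 3, which had the lowest T cell gene level among BN rats, was at 2.80 and 2.35 on these probe sets, within or next to the ACI values. Without that rat the brighter probe set was called (adjusted p = 0.0039). *Tnfsf11* was also called by its second probe set, at 2.87 (standard error 0.381, adjusted p = 0.0019). On that probe set *Tnfsf11* was near background in BN rats, so this fold is a lower bound. The second probe set of *Mmp9*, with all ACI rats and 1 BN rat at background, was not called, at -0.51 (standard error 0.271, adjusted p = 0.304). Every BN rat had more *Spp1*, *Lcn2*, *Mmp7* and *Mmp9* signal than every ACI rat (exact permutation test, two-sided p = 0.0079 for each). The reference gene of the PCR, *Actb*, is not named by any single-gene probe set of the annotation used here.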

Expression of a subset of the genes that are potentially of functional significance in relation to mammary development, ECM and/or ECM remodeling and mammary cancer susceptibility was further evaluated at the protein level. Although Spp1 was expressed at similar levels in control ACI and BN rats, expression increased in response to E2 treatment in mammary glands of BN but not ACI rats, resulting in significantly higher levels of Spp1 in treated BN rats at the 3 (5.5-fold) and 12 (4.1-fold) week time points, relative to treated ACI rats (Figure 6A and 6D). Lcn2 was virtually undetectable in mammary glands of control and E2 treated ACI rats. By contrast, Lcn2 was highly expressed in mammary glands of control and E2 treated BN rats (Figure 6B and 6E). Mmp7 was undetectable in mammary glands of control ACI and BN rats at each of the three time points examined (data not shown), remained undetectable in the mammary glands of ACI and BN rats treated with E2 for 1 week, but was detected in glands from ACI and BN rats treated with E2 for 3 (data not shown) and 12 weeks (Figure 6F and 6I). Moreover, the active 18kDa form of Mmp7 predominated over the 25kDa proenzyme in mammary glands from BN rats treated with E2 for 12 weeks (Figure 6F and 6I). Mmp9 was expressed at similar levels in mammary glands of control and E2 treated ACI and BN rats at the 1 and 3 week time points (data not shown). At the 12 week time point, Mmp9 was expressed at a higher level in E2 treated BN rats, relative to treated ACI rats, and the active form of Mmp9 was observed only in mammary glands from the treated BN rats (Figure 6G and 6J).

**Figure 6:**
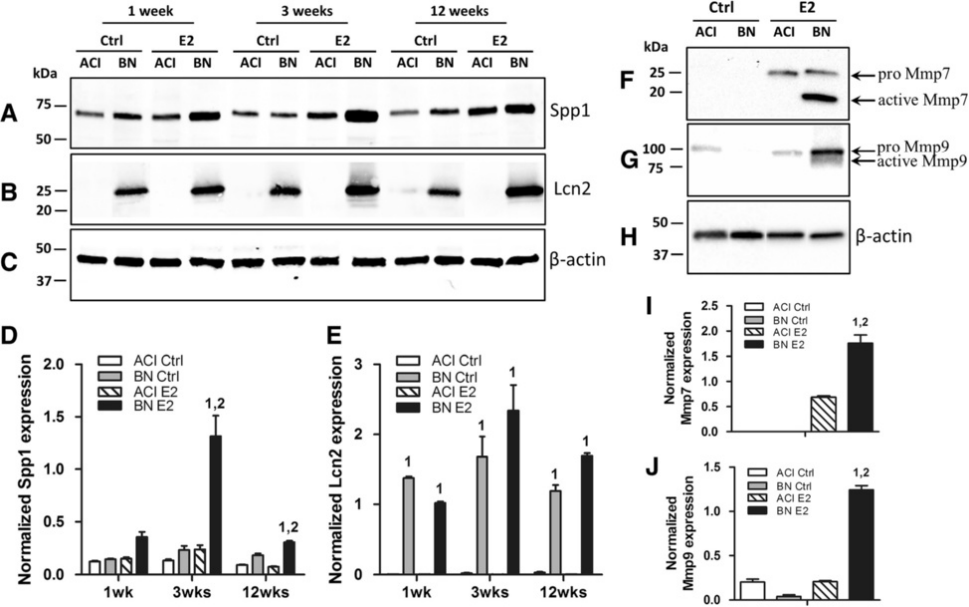
**Rat strain**-**specific effects of 17β**-**estradiol on protein expression.** Representative western blots of protein lysates prepared from mammary glands of ACI and BN rats, treated with E2 for 1, 3 or 12 weeks, and probed with antibody to Spp1 **(Panel A)**, Lcn2 **(Panel B)** or β-actin **(Panel C)**. The amounts of Spp1 **(Panel D)** and Lcn2 **(Panel E)** were quantified using a LI-COR Odyssey system and expressed relative to the amount of β-actin in the same lysate. Representative western blots of protein lysates prepared from mammary glands of ACI and BN rats, treated with E2 for 12 weeks, and probed with antibody to Mmp7 **(Panel F)**, Mmp9 **(Panel G)** or β-actin **(Panel H)**. The amounts of the proenzymes and active forms of Mmp7 **(Panel I)** and Mmp9 **(Panel J)** were quantified using a Bio-Rad ChemiDoc XRS + imaging system and expressed relative to the amount of β-actin in the same lysate. Each data bar represents the mean ± SEM, n = 3 biological replicates. 1, *p* < 0.05, E2 treated vs. sham treated rats of same strain. 2, *p* < 0.05, E2 treated BN rats compared to E2 treated ACI rats.

### Rat strain specific effects of 17β-estradiol on extracellular matrix

Mammary tissues from ACI and BN rats were stained with Picrosirius Red and examined using histopathology and SHG imaging methods to evaluate ECM and associated collagens. When examined using bright field microscopy, all collagen types appear red, while non-collagenous tissues and intraluminal secreta appear green. Under polarized light, the collagen fibers are birefringent in a range of colors from green-yellow-orange-red. When evaluated qualitatively, mammary tissues from sham treated ACI and BN rats did not differ discernibly with respect to the mammary parenchyma, stroma, ECM or collagen (data not shown). By contrast, the ectatic ducts uniquely present in the mammary glands of E2 treated BN rats were generally associated with a robust collagenous stroma (Figure 7A). Evaluation of the ECM using SHG further established the existence of a robust collagenous stroma surrounding ectatic ductal structures in E2 treated BN rats. However, the morphology and content of stromal collagen appeared to be qualitatively and anatomically appropriate to the size of the ducts present (Figure 7B).

**Figure 7:**
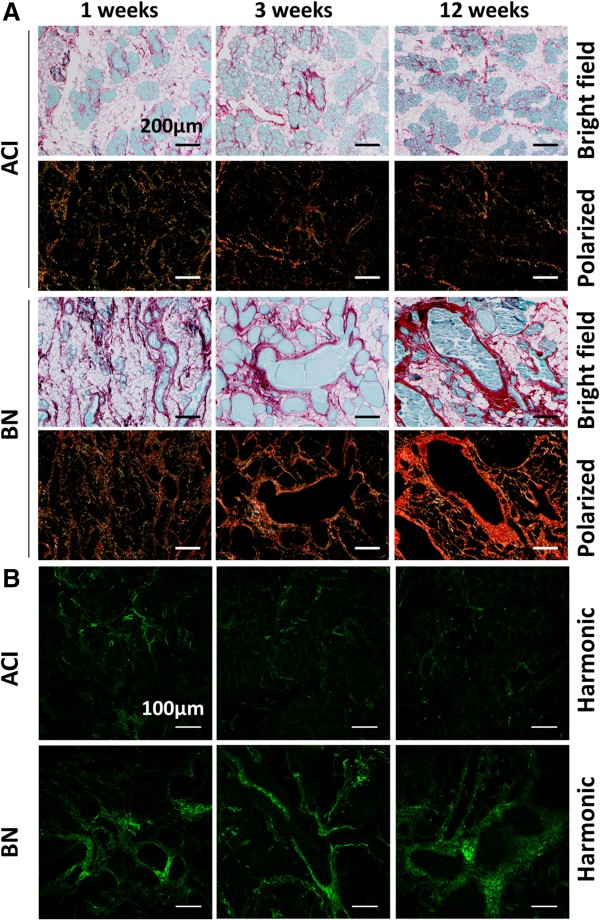
**Rat strain**-**specific effects of 17β**-**estradiol on extracellular matrix and associated collagens. A,** Representative images of mammary tissues, sectioned and stained with Picrosirius Red, from ACI and BN rats treated with E2 for 1, 3 or 12 weeks (n = 3). When imaged under bright field illumination, ECM associated collagens appear red, non-collagenous tissue and intraluminal secreta appear green. When imaged under polarized light, collagens appear green-yellow-orange-red. Scale bars, 200 μm. **B,** Representative SHG images of mammary tissues from ACI and BN rats treated with E2 for 1, 3 or 12 weeks (n = 3). Scale bars, 100 μm. Together, these images illustrate a robust collagenous stroma associated with ectatic ducts in mammary glands of E2 treated BN rats.

## Discussion

Data presented herein demonstrate that the mammary glands of ACI and BN rats exhibited marked quantitative and qualitative differences in their cellular and molecular responses to E2. The primary response exhibited by ACI rats, which are uniquely susceptible to mammary cancer when treated with estrogens, was a robust and sustained proliferation within the mammary epithelium. By contrast, the proliferative response of the mammary epithelium of BN rats, which are highly resistant to estrogen-induced mammary cancer, was restrained and transient. This difference in induction of cell proliferation, not a difference in apoptosis, appeared to be largely responsible for the quantitative differences in epithelial density observed when the mammary glands of ACI and BN rats were compared following 1, 3 and 12 weeks of E2 treatment. Moreover, the mammary glands of E2 treated BN rats, but not ACI rats, exhibited qualitative phenotypes consistent with differentiation to secretory epithelium, as well as luminal ectasia and associated changes in collagenous stroma. These differences in the responsiveness of the mammary glands of ACI and BN rats to E2 were apparent within one week of initiation of treatment, strongly suggesting that the molecular mechanisms responsible for the rat strain specific responses may be inherent within the mammary glands of these inbred rat strains.

Comparison of gene expression profiles for mammary glands of E2 treated ACI and BN rats revealed differential expression of multiple genes that may have contributed to the differences in luminal epithelial cell proliferation and lobuloalveolar hyperplasia observed upon comparison of these rat strains. 

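Genes of hormone response and paracrine signalling were called more often toward ACI than toward BN. Of 33 measured, 13 were called higher in ACI, 1 was called higher in BN and 19 did not pass the test (16 and 2 called when adjusted over the list alone). The list holds the 7 genes that the study chose; of the 26 others, 8 were higher in ACI and 1 in BN, and in a test chosen after seeing the data these 26 had an adjusted p of 0.00436 at the preset correlation and 0.156 at an estimated one. Among the 8 were *Id2*, a transcriptional regulator, with a log2 fold change of 2.13 (standard error 0.306, adjusted p = 0.0028 from limma), the cyclin D1 gene *Ccnd1* with 1.84 (standard error 0.297, adjusted p = 0.00488) and *Myc* with 1.55 (standard error 0.217, adjusted p = 0.00245). The growth hormone receptor gene *Ghr* was higher in BN at -1.40 (standard error 0.312, adjusted p = 0.0215), a call lost without ACI rats 3, 4 or 5 or BN rat 2, and at -0.03 on its second probe set (adjusted p = 1). *Esr1*, which encodes estrogen receptor alpha, was at the lowest value of the data on all 10 arrays, so its level could not be compared. The adjusted p of the whole list was 1.69e-06 from camera, and 0.00909 with an estimated correlation, which is not independent of the study's choice. Markers of luminal epithelium were also higher in ACI, in 11 of 21 genes and with none called toward BN (15 and 1 when adjusted over the list alone), such as *Prom1* at 3.64, the epithelial transcription factor gene *Ehf* at 2.81 and the tight junction gene *Cldn3* at 1.92. *Krt8*, the keratin by which the study identified luminal cells, had 0.22 (standard error 0.299, adjusted p = 0.714). The luminal list had a median of 0.95 and an adjusted p of 6.44e-07, or 0.263 with an estimated correlation, and 7 of its genes were called toward ACI and 1 toward BN within ID series S. From the higher expression of genes with roles in mammary development in ACI rats, the paper proposes a contribution to the differences in luminal epithelial proliferation and lobuloalveolar hyperplasia, and it leaves open whether the differential expression is cause or consequence.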

*Pgr*, *Wnt4*, *Tnfsf11* (*RankL*), *Prlr*, *Stat5a*, *Areg* and *Gata3* were expressed at higher levels in mammary glands of E2 treated ACI rats, relative to identically treated BN rats. The protein products encoded by these genes play well defined important roles in mammary gland development. Expression of *Pgr* in mammary epithelium is induced by E2 and progesterone, acting through Pgr, plays a requisite role in stimulating lobuloalveolar development during pregnancy [30-32]. Moreover, studies summarized above have demonstrated a requisite role for progesterone in the induction of mammary cancer development by E2 in ACI rats [13,19]. Both Wnt4 and RankL have been demonstrated to function downstream of Pgr in stimulating lobuloalveolar development and have more recently been shown to be requisite paracrine mediators of the actions of progesterone in the regulation of mammary stem cell number [33-37]. Prlr and Stat5a are both required for induction of lobuloalveolar development by prolactin, a second major hormonal regulator of lobulogenesis during pregnancy [38,39]. Areg functions as an important paracrine mediator of the actions of estrogens and ERα on induction of mitogenesis in the mammary epithelium [40,41]. Finally, Gata3 is required for elongation of mammary ducts at puberty and maintenance of differentiated luminal epithelium, and also acts as a positive regulator of expression of *Esr1*, the gene encoding ERα [42,43]. Additional studies are needed to establish whether differential expression of these genes is the cause or the consequence of the observed differences in epithelial cell proliferation and lobuloalveolar hyperplasia exhibited by E2 treated ACI and BN rats.

Other differentially expressed genes encode protein products that are functionally associated with mammary gland differentiation, lactation and/or post-lactational involution. 

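Ranked by measured fold among 14217 genes, each taken by its representative probe set, *Spp1* was at rank 1 toward BN with a 670-fold difference and *Lcn2* at rank 2 with a 327-fold difference. The folds of genes near background in ACI rats, such as *Clec4m* and *Mmp7*, are lower bounds, so their true ranks could be higher. ACI rats ran from 2.71 to 5.19 in *Spp1* and from 3.4 to 5.77 in *Lcn2*. Both genes thus had ACI values under the limit of 4, so their folds are imprecise and could also be larger. *Lcn2* also belongs to a list of 24 measured genes of involution and acute phase, of which 9 were higher in BN and 3 in ACI, also when adjusted over the list alone. Other members include the serpin gene *Serpina3n*, higher in BN with a log2 fold change of -4.60 (standard error 0.449, adjusted p = 0.000476 from limma). Toward ACI, *Orm1* had the largest log2 fold change of the list, 7.64 (standard error 0.358, adjusted p = 1.09e-05). The complement gene *C3* was higher in ACI by 4.69-fold (adjusted p = 0.00242). The median of this list was -0.44 and its adjusted p 0.0178, or 0.398 with an estimated correlation. Leaving out 1 array at a time took that adjusted p from 0.00457 to 0.0638, with the call lost without BN rats 3 or 5, and within ID series S it was 0.222.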

*Spp1* and *Lcn2* are among those genes that were most highly expressed at the mRNA level in mammary glands of E2 treated BN rats, relative to identically treated ACI rats. *Spp1* encodes a secreted phosphoprotein that is highly expressed in the mammary gland during lactation and involution [44-46]. *Spp1* has also been demonstrated to be more highly expressed in mammary glands of parous mice and rats, compared to nulliparous controls [47,48]. Inhibition of *Spp1* expression in the luminal epithelium of the mouse mammary gland inhibits lobuloalveolar development, expression of genes encoding milk proteins and milk production [49]. Moreover, *Spp1* underlies a quantitative trait locus (QTL) in dairy cattle that controls milk yield and protein content [45]. Together, these data suggest that Spp1 regulates multiple processes in the mammary epithelium during pregnancy, lactation and/or mammary gland involution. *Lcn2* encodes a secreted glycoprotein that is highly expressed within the luminal epithelium of the mammary gland during pregnancy and lactation as well as during mammary gland involution [50,51]. Lcn2 is known to bind a diverse group of ligands, including retinoids, fatty acids, bacterial siderophores and specific MMPs. Suggested functions of Lcn2 in the mammary gland include modulation of inflammation and immunity, ECM remodeling and regulation of iron homeostasis. The functional significance of differential expression of *Spp1* and *Lcn2* in the mammary glands of ACI and BN rats remains under investigation.

As noted above, luminal ectasia and associated collagenous stroma were qualitative phenotypes unique to the mammary glands of E2 treated BN rats. Several genes that encode proteins that are known to modify the extracellular microenvironment were observed to be differentially expressed between E2 treated ACI and BN rats. Two examples are *Mmp7* and *Mmp9*, both of which were expressed and activated to a greater degree in the mammary glands of BN rats, relative to ACI rats. Known functions of these MMPs include ECM remodeling and production of active forms of multiple growth factors, cytokines and chemokines [52]. *Mmp7* is unique among the MMPs in that its expression in the mammary gland is largely restricted to the glandular epithelium [53]. A role for Mmp7 in mammary gland development is suggested by a study that demonstrated that expression of MMP7 in the mammary epithelium of nulliparous mice under control of the mouse mammary tumor virus (MMTV) promoter induced production of milk proteins, suggesting MMP7 may play a role in mammary gland differentiation [54]. Other studies support a role of Mmp7 in mammary cancer development and/or progression. For example, expression of an *MMTV-MMP7* transgene in the mammary epithelium resulted in development of hyperplastic alveolar nodules in a large fraction of aged multiparous mice and shortened the time to onset of mammary tumors in mice that also expressed an *MMTV-Neu* transgene [53]. Moreover, single nucleotide polymorphisms in *MMP7* have been associated with disease free and/or overall survival in two breast cancer case control studies [55,56]. Mmp9 is expressed by the mammary epithelium, stromal fibroblasts and infiltrating immune/inflammatory cells. The highest levels of Mmp9 expression in the mammary gland occur during pregnancy and involution [57,58]. However, the roles of Mmp9 at these developmental stages are not well defined. Mmp9 contributes to mammary cancer metastasis in mouse models and nucleotide variants within *MMP9* have been associated with breast cancer metastasis in humans [59,60]. Interestingly, Mmp9 has been demonstrated to form a binary complex with Lcn2, leading to activation and stabilization of this matrix metalloproteinase [61-64]. These data suggest a potential mechanism for the enhanced activation of Mmp9 observed in the mammary glands of E2 treated BN rats.

Comparison of gene expression profiles for mammary glands from E2 treated ACI and BN rats also revealed differential expression of many genes that encode proteins that reside on the cell surface and function in cell-cell or cell-ECM interactions. 

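Genes of adhesion and surface molecules changed in both directions. Of 46 measured, 10 were called higher in ACI rats, 10 were called higher in BN rats and 26 did not pass the test (12 and 15 called when adjusted over the list alone). Toward ACI, the integrin genes *Itgal*, *Itga1* and *Itga6* had log2 fold changes of 4.04 (standard error 0.468, adjusted p = 0.00103 from limma), 2.55 (standard error 0.388, adjusted p = 0.00367) and 1.19 (standard error 0.238, adjusted p = 0.0133), and the epithelial adhesion gene *Epcam* had 0.74 (standard error 0.064, adjusted p = 0.000254). Toward BN, the mesenchymal cadherin gene *Cdh11* had -3.29 (standard error 0.35, adjusted p = 0.000709). The leukocyte integrin genes *Itgb2* and *Itgam* had -2.94 and -2.71, *Itgb3* had -2.89 and the leukocyte sialoglycoprotein gene *Spn* had -2.45. *Itgam* was near background in ACI rats, at 2.39, so its fold is a lower bound. *Itgal*, which pairs with *Itgb2* on leukocytes and was at 4.71 in BN rat 5 and at 2.88 or below in the other BN rats, thus went the opposite way from it. As a whole the list did not pass the camera test, with a median of -0.18 and an adjusted p of 0.414.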

One such gene, *Cd44*, was observed to be expressed at an approximate 10-fold higher level in BN rats than in ACI rats. 

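*Cd44* is measured by 2 probe sets, and on both every BN rat lay above every ACI rat (exact permutation test, two-sided p = 0.0079). The brighter was at 8.28 ± 0.696 (SD, n = 5) on the log2 scale in BN rats and at 5.09 ± 0.395 (SD, n = 5) in ACI rats, a log2 fold change of -3.19 (standard error 0.349, adjusted p = 0.000796 from limma), which is a 9.14-fold higher level in BN. The other had -3.38 (standard error 0.236, adjusted p = 9.52e-05), or 10.4-fold. Within ID series S the log2 fold change of the brighter probe set was -3.84 (adjusted p = 0.00341) and within series H -2.22 (adjusted p = 0.227).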

Cd44 is expressed by the myoepithelium in developing mammary gland and by luminal epithelium in adult mouse mammary gland and human breast [65]. *Cd44* null mice exhibit a lactation defect which appears to result from reduced activation of heparin binding epidermal growth factor (HB-EGF) and downstream signaling through ErbB4 [66]. *Cd44* null mice also exhibit delayed ductal outgrowth and small TEBs and these phenotypes were attributed to aberrant interactions between myoepithelium and luminal epithelium [65]. Multiple studies have demonstrated a physical interaction between CD44 and Spp1 in a wide variety of cell types, including breast cancer cells, which alters an array of cellular phenotypes including motility and invasiveness [67-70]. CD44 has also been demonstrated to interact physically and functionally with Mmp7 and Mmp9 in multiple cell types, and by doing so enhances the activities of Mmp7 and Mmp9 on specific substrates within the extracellular environment [66,71-73]. Interestingly, the interaction between CD44 and Mmp9 in PC3 prostate cancer cells has been demonstrated to be induced by Spp1 [74]. 

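*Cd24*, a surface glycoprotein gene of epithelial cells, had a log2 level of 13.46 ± 0.399 (SD, n = 5) in ACI rats and 12.35 ± 0.408 (SD, n = 5) in BN rats. Its log2 fold change was 1.11 (standard error 0.249, adjusted p = 0.0222 from limma), or 2.16-fold. *Cd52*, which encodes a small surface glycoprotein of lymphocytes, was at 6.58 ± 0.581 (SD, n = 5) in ACI rats and near background in BN rats, 2.49 ± 0.384 (SD, n = 5). This is a log2 fold change of 4.09 (standard error 0.304, adjusted p = 0.000126), or at least 17-fold, and it runs opposite to most T and B cell genes measured here. The strains did not overlap in *Cd52*, but they did in *Cd24*, whose call was lost without ACI rats 1, 2, 3 or 4 or BN rats 1 or 4. Within ID series H its log2 fold change was 1.21 (adjusted p = 0.494).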

CD24 and CD52 were observed to be expressed at higher levels in mammary glands from E2 treated ACI rats, relative to BN rats. *CD24* encodes a cell surface glycoprotein that has emerged as a marker for mammary stem cells [75,76]. In the mouse mammary gland, Cd24 is expressed in the luminal epithelium and to a lesser extent in the basal epithelium [77,78]. Mice that are homozygous for a *Cd24* null allele exhibit accelerated ductal elongation and increased branching morphogenesis in the mammary gland [78]. *CD52*, which is paralagous to *CD24*, is expressed by lymphocytes and other types of immune cells. Virtually nothing is known regarding the role of CD52 in mammary gland development or function. Ongoing studies are focused on identifying and quantifying the cell types in the mammary glands of ACI and BN rats that express these different proteins.

We hypothesize that variation in a subset of the cellular and molecular phenotypes described herein is heritable and underlies the differing susceptibilities of the ACI and BN rats to E2-induced mammary cancer. We are currently testing this hypothesis by evaluating these phenotypes in a panel of unique congenic rat strains that were developed to characterize the QTL that were identified as genetic determinants of susceptibility to E2-induced mammary cancer in intercrosses between susceptible ACI and resistant BN rats [22,23]. Our working model is that genetic variants within the *Emca* QTL impact expression of genes that function downstream of E2 and progesterone to control proliferation, survival and/or differentiation within the mammary epithelium and/or the cellular composition of the stroma and thereby influence susceptibility to E2-induced mammary cancer. Supporting this model is a recently published study in which it was demonstrated that congenic rats that harbor, on the ACI genetic background, BN alleles across the *Emca8* locus on rat chromosome 5 exhibited significantly reduced susceptibility to E2-induced mammary cancer that was accompanied by reduced expression in the mammary gland of *Pgr*, *Wnt4* and *Cd52* and increased expression of *Spp1*, relative to E2 treated ACI rats [24]. We further hypothesize that variation in the different cellular and molecular phenotypes observed in E2 treated ACI and BN rats is representative of variation that would exist within the genetically heterogeneous human population. For example, the difference in mammary epithelial density exhibited by E2 treated ACI and BN rat may be analogous to variation in breast mammographic density in humans, which is known to be modified by estrogens as well as other hormonal, genetic and environmental factors and has been strongly associated with breast cancer risk. Additional studies are required to establish cause and effect relationships between the cellular, molecular and mammary cancer susceptibility phenotypes in the rat and to translate the knowledge gained to humans.

## Conclusions

The mammary glands of susceptible ACI and resistant BN rats exhibited marked quantitative and qualitative differences in their cellular and molecular responses to E2.

The luminal epithelium of ACI rats exhibited a rapid and sustained proliferative response to E2, resulting in lobuloalveolar hyperplasia and increased epithelial density. By contrast, the epithelium of BN rats exhibited responses indicative of differentiation to secretory epithelium, as well as luminal ectasia and associated changes in the ECM. Comparison of gene expression profiles for mammary glands of E2 treated ACI and BN rats revealed differences in expression of multiple genes whose protein products are required for normal mammary gland development, differentiation and milk production, regulation of the extracellular environment, and cell-cell or cell-ECM interactions. Ongoing studies are focused on defining the relationships between these cellular and molecular phenotypes and the genetically determined differences in susceptibility of ACI and BN rats to E2-induced mammary cancer.

## Abbreviations

ACI: August x Copenhagen, Irish; COP: Copenhagen; BN: Brown Norway; E2: 17β-estradiol; ERα: Estrogen receptor-α; Pgr: Progesterone receptor; Emca: ***E****strogen-induced ****m****ammary ****ca****ncer*; QTL: Quantitative trait loci; GWAS: Genome wide association studies; ECM: Extracellular matrix; PBS: Phosphate buffered saline; DAPI: 4′,6-diamidino-2-phenylindole; BrdU: 5-bromo-2′-deoxyuridine; H&E: Hematoxylin and eosin; K5: Cytokeratin 5; K8: Cytokeratin 8; DMEM: Dulbecco’s modified Eagle’s medium; PI: Propidium iodide; qRT-PCR: Quantitative real-time PCR; IHC: Immunohistochemistry; SHG: Second Harmonic Generation.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Conception and design, LD, JDS; development of methodology, LD, JDS; acquisition of data, LD, YZ, CLW, RS, KWE, JDS; analysis and interpretation of data, LD, YZ, CLW, RS, KWE, JDS; writing of the manuscript: LD, RS, JDS; study supervision: JDS. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/13/573/prepub

## Supplementary Material

Additional file 1 **Table S1.** Primary and secondary antibodies for immunohistochemistry and western blot; **Table S2**: Rat strain specific effects of 17β-Estradiol on gene expression; **Table S3**: Gene ontology analysis with the differentially expressed transcripts. 

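Table S2 gives, for each probe set that the paper calls, the average level per strain and the difference between strains. The copy used here holds only part of the 4170 differentially expressed probe sets that the paper reports, 1902 higher in BN and 95 higher in ACI. For these probe sets the log2 fold change computed from the deposited values had the same direction in all, and 1734 were called here. The median difference between the log2 fold changes was 0.053 in size. Among them are *Spp1*, *Lcn2*, *Mmp7* and *Cd44*, and of the 56 genes named here that the copy lists none differed from the table by more than the spread between rats. Table S3 lists ontology terms with the number of called genes that carry each term and the number on the array that do; it was not recomputed here.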

Click here for file

Additional file 2 **Figure S1.** Rat strain-specific effects of 17β-estradiol on mammary epithelial cell proliferation. Click here for file

# Supplementary material for: Association of cellular and molecular responses in the rat mammary gland to 17β-estradiol with susceptibility to mammary cancer
**Source:** BMC Cancer. 2013 Dec 5;13:573. doi: 10.1186/1471-2407-13-573
**Supplement:** Additional file 2 — Figure S1. Rat strain-specific effects of 17β-estradiol on mammary epithelial cell proliferation.

**Supplementary Figure S1**

**
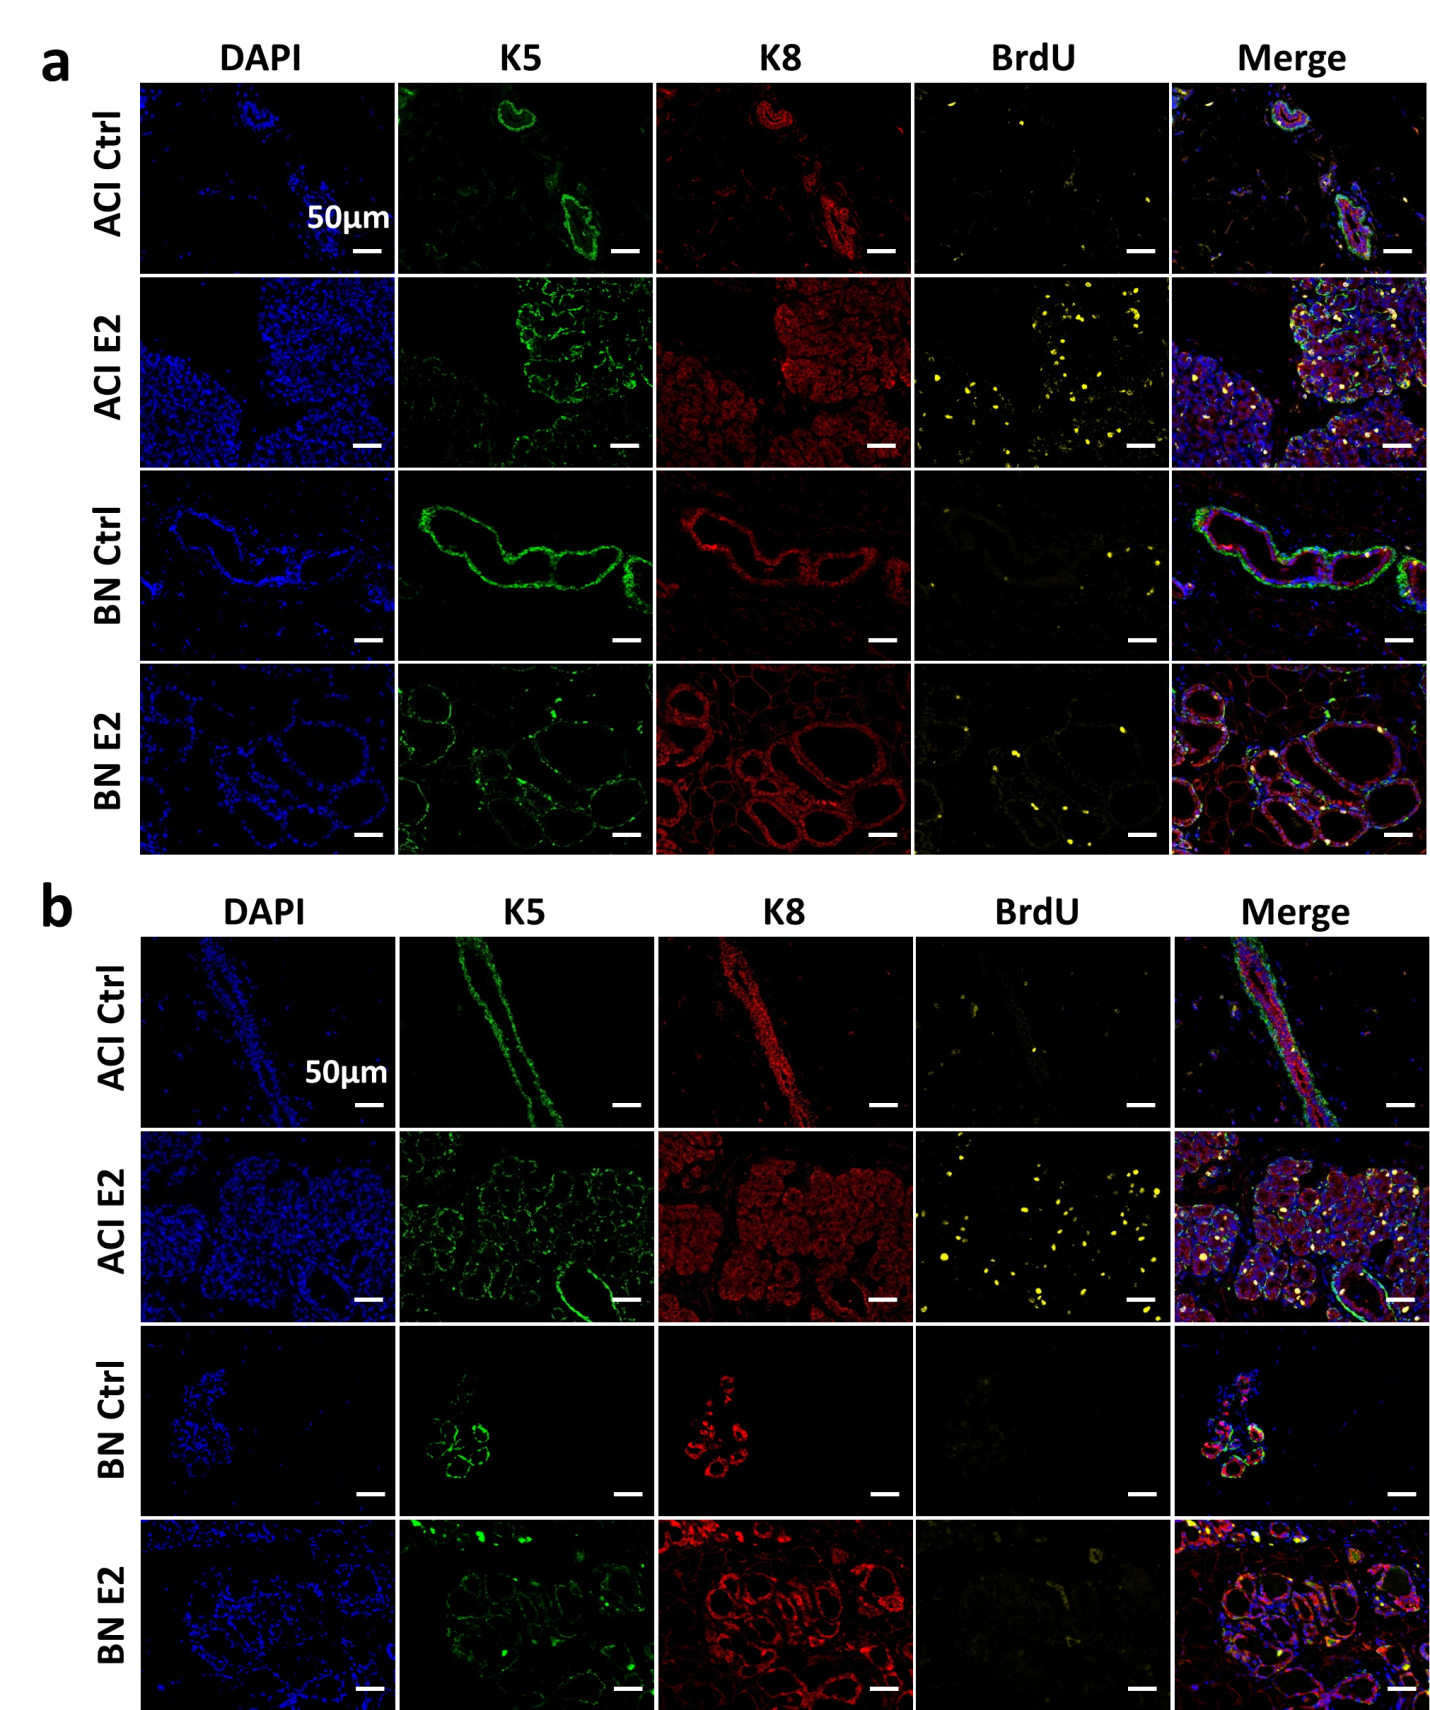
**

**Supplementary Fig. S1.** Rat strain-specific effects of 17β-estradiol on mammary epithelial cell proliferation. A, Representative fluorescent images of mammary tissues from ACI and BN rats, either sham treated (Ctrl) or treated with E2 for 3 weeks (Panels A) or 12 weeks (Panels B). Column 1, nuclei identified by staining DNA with DAPI (blue). Column 2, basal epithelial cells were identified by immunostaining for K5 (green). Column 3, luminal epithelial cells were identified by immunostaining for K8 (red). Colum 4, cells transiting S phase were identified by immunostaining for BrdU (yellow). Column 5, merged images from columns 1 through 4. Scale bars, 50 µm. The number of luminal epithelial cells (K8 positive) and the number of luminal epithelial cells in S phase (BrdU positive) were quantified using a Vectra^TM^ multispectral fluorescence imaging system and the resulting data were illustrated in Figure 2.

How the deposited data were processed for this re-analysis (not part of the article)

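Total RNA from whole mammary glands of 5 ACI and 5 BN rats was profiled on Affymetrix Rat Genome arrays, with 1 array per rat. All rats had been treated with E2 for 12 weeks, so the comparison has a single level of dose, time and tissue. According to the submitters' processing notes, the authors summarized the probe values to log2 expression per probe set with GCRMA, and the values were used as deposited, with 2 decimals. The samples of each strain were deposited under a separate run of accession numbers, so a difference between deposits cannot be separated from one between strains, and the extraction text of the BN samples names ACI rats where their strain field names Brown Norway. The deposited values hold 31099 probe sets, of which 57 control probe sets were left out. Genes were named by the platform annotation, with symbols updated by gene ID from a RefSeq gene table. Of the 31042 probe sets tested, 20826 carry 1 symbol, 436 carry several and 9780 carry none; 20758 of those with 1 symbol were matched by gene ID. Probe sets with several symbols or none entered the counts of probe sets but no gene list. The arrays had medians of 3.35 to 3.53 on the log2 scale, 14523 probe sets had a mean above 4 and 6794 held a single value on all arrays, to within 0.02.

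ACI and BN arrays were compared with limma 3.58.1 under R 4.3.3, with strain as the only term and its moderated test at default settings, and p-values were adjusted by the Benjamini-Hochberg method over all tested probe sets. Every adjusted p-value of a gene or probe set is from limma unless another test is named. Levels are given as mean ± SD over rats, and the exact permutation test takes all 252 arrangements of 5 rats against 5. Gene lists were tested against all other genes by limma's camera with a preset correlation between genes of 0.01, adjusted over the 28 lists, and again with the correlation estimated from the data. A list call at the preset correlation leaves out correlation above that value, and only the lists of mammary development genes and of hormone response and paracrine signalling passed with the estimated correlation. The study chose the 7 genes of the first list on these samples, and the second list holds all of them and did not pass at the estimated correlation without them. Counts "adjusted over the list alone" adjust the limma p-values over the genes of that list.

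The comparison, the tests, the gene lists, the rule for named genes and the alternative settings were set before the data were examined, but after the paper and the readable part of its Table S2 had been read, so the paper's lists and the fold changes of those probe sets had been seen. Lists were written for mammary development genes and extracellular proteinase genes named by the study, hormone response and paracrine signalling, milk protein and secretory products, milk fat synthesis, involution and acute phase, cell cycle, apoptosis, other metalloproteinases and inhibitors, collagens and fibrillar matrix, basement membrane, cell adhesion and surface molecules, B and plasma cells, T cells, cytotoxic and natural killer cells, macrophages, granulocytes and mast cells, MHC class II presentation, interferon response, lymph node stroma and follicles, adipocytes, luminal epithelium, basal and myoepithelial cells, endothelium, skeletal muscle, skin and hair follicle, ribosomal proteins and the respiratory chain. The rule for named genes takes every gene that the paper names from its expression comparison, the 10 genes with the largest log2 fold change in each direction among called genes without overlap between strains and with a mean of at least 6 in the higher strain, and the 2 called members of each list with the largest change in each direction. The genes *Jchain*, *Id2*, *Ccnd1*, *Myc*, *Csn1s1*, *Csn2*, *Olah*, *Wap*, *Top2a*, *Mki67*, *Pcna*, *Krt8*, *Cldn3*, *Itga1*, *Itga6*, *Epcam*, *Itgb2*, *Itgam*, *Itgb3*, *Spn* and *RT1-Ba* lie outside this rule and were chosen after their values were seen.

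The alternatives were a block for the replicate number, a block for the letter that opens each animal ID, each ID series alone, a filter to probe sets with a mean of at least 4, a floor at 4, quantile normalization, centring of each array on the median of its probe sets with a mean above 4, Student's and Welch's tests, a trended and robust variance model, array weights, leaving out probe sets that can hybridize with several genes, the mean over the probe sets of a gene, the list test fry, and leaving out each of the 10 rats in turn. Student's two-sided test is the general test that the paper names, and for the arrays the paper refers to an earlier publication. Further alternatives were chosen after seeing the data: the mean of the B and plasma cell and T cell lists as a covariate, leaving out BN rats 4 and 5, and the list of hormone response and paracrine signalling without the genes named by the study, at the preset and at an estimated correlation. The fit was tested on simulated data with the means and spreads of the real arrays. Of 50 probe sets each with true log2 changes of 0.5, 1, 2 and 3, limma recovered 6%, 36%, 82% and 96%. There were 14 false calls among 124, a share above the threshold of 0.05. The simulation changed 50 of 31042 probe sets at each size, far fewer than the 3930 called in the real data. These rates therefore do not give the power of the real comparison. Array images, quantitative PCR, western blots and histology were not analysed here. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.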

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

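The tests of lymph node tissue, of luminal share and of probe sequence in the mammary development genes were chosen after the results were seen. A result is listed here where 1 rat lay far from the other 4 of its strain, by a gap over 0.71 of the range of the strain (Dixon's ratio), or where a group of genes that the paper does not discuss differed between strains.

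In 24 of 186 groups tested 1 rat lay apart in this way, against 9.3 expected by chance, and BN rat 3 accounted for 6, BN rat 5 for 5 and ACI rat 1 for 4 of them. BN rat 3 lay below the other BN rats in the mean of the B and plasma cell list (ratio 0.739), the mean of the lymph node list (0.755), *Ms4a1* (0.88), *Cr2* (0.833) and *Clec4m* (0.794), and above them in *Mmp12* (0.85). BN rat 5 lay below the other BN rats in *Adam8* (0.742) and *Fhl2* (0.752) and above them in *Cd52* (0.753), *Itgal* (0.738) and *Mlana* (1.0). BN rat 2 was low in *Clca1* (0.714), and BN rat 4 was high in *Krt10* (0.789) and *Scgb1d2-ps1* (0.87). ACI rat 1 was low in *Cdh11* (0.992), *Ect2* (0.815) and *Serpina3c* (0.769) and high in the mean of the basement membrane list (0.863). ACI rat 2 was high in *Adam9* (0.992) and *LOC103691468* (0.804), and ACI rat 3 in *S100a8* (0.769). ACI rat 5 was low in *Fcgr3a* (0.718) and *Ndufa11* (0.795) and high in *Krt10* (0.798).

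Lymphocyte genes were higher in BN glands, unevenly between BN rats. Lymph node tissue in the samples of some BN rats is a candidate explanation, since BN rat 3, the lowest BN rat on the B and plasma cell list, lay only 23.4% of the way from the ACI mean to the mean of the other BN rats on the lymph node list and 10.5% on the T cell list, but 164% on the macrophage list. The abundant lymphocyte genes *Ms4a1* and *Cr2* had mean log2 levels of 9.04 and 8.75 in BN rats, and the lymph node list shares *Cr2*, *Cxcr5* and *Fcer2* with the B cell list. Members of the lymph node list were not alike in BN rat 3. *Cxcl13* and *Bst1* were at 10.77 and 4.28 there, above the ACI means of 4.93 and 2.44. *Ccl19*, *Cr2* and *Fcer2* were at 3.12, 2.26 and 2.27, below the ACI means of 3.19, 2.31 and 2.36. In BN rat 3 the plasma cell genes *Jchain* and *Mzb1* lay 3.29 and 3.68 above the highest ACI rat. Of the other 11 called members of the B and plasma cell list, 8, *Ms4a1* and *Cr2* among them, did not lie above it. *Pou2af1*, *Btk* and *Cd37* lay 2.81, 2.25 and 1.38 above it. These values come from 1 rat, so they cannot decide whether lymph node tissue was the only source of the plasma cell genes. An earlier test had not decided it either. In that test *Jchain* and *Mzb1* lay a median of 1.14 below the other BN rats, with a range of 0.175 to 2.1. The other called members lay a median of 4.18 below them, with an overlapping range of 0.952 to 8.52. A strain difference in lymphocytes within the gland stays open and cannot be told apart from uneven tissue, since all 5 BN rats lay above the highest ACI rat on this list and no sample without nodes is known.

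The luminal epithelium list differed between strains (median log2 fold change 0.95, adjusted p = 6.44e-07 from camera at the preset correlation but 0.263 with an estimated one), a gene group that the paper does not discuss for the arrays, and the mammary development genes were higher in ACI with it. On the same arrays the mean of the 7 genes minus the mean of the luminal list differed by 1.99 between strains without overlap (exact permutation test, two-sided p = 0.0079), with 2.95 for the 7 genes and 0.961 for the luminal list. The study chose the 7 genes on these samples for their higher level in ACI, which enlarges this difference. *Areg* and *Wnt4* changed more than every gene of the luminal list. The measured changes of the others of the 7, from 0.61 for *Gata3* to 3.25 for *Tnfsf11*, lay within the range of that list, which reached 3.64 for *Prom1*. Among these the 2.78 of *Pgr* is a lower bound, since *Pgr* was near background in BN rats. Whether its true change lay within that range is therefore not known. The contrast therefore cannot decide whether a larger share of luminal epithelium accounts for the difference. A larger share of those luminal cells that respond to hormones also stays open. For strain sequence differences under the probes, 2 of the 7 genes (*Prlr* and *Gata3*) had another detected probe set called higher in ACI, and so had *Tnfsf11* on a second probe set with an ACI mean just under the detection level of 6. *Pgr*, *Wnt4*, *Areg* and *Stat5a* had no other detected probe set, so the arrays leave this open for them; *Pgr* and *Wnt4* were also measured by the paper's PCR, which was not analysed here.

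Further groups that the paper does not discuss differed between strains by the camera test at the preset correlation. With an estimated correlation none of them was called. The median log2 fold change was 0.426 for milk fat synthesis (adjusted p with an estimated correlation 0.476), 0.44 for basal and myoepithelial cells (0.398), -1.23 for endothelium (0.156) and 0.078 for the respiratory chain (0.635).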

How the results depend on the processing

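The lymphocyte covariate, the fit without BN arrays 4 and 5 and the hormone response list without the genes named by the study were chosen after seeing the data. Under the alternatives set beforehand no call of a named gene or list changed direction. With those chosen later included, of 100 called named genes 76 were called in all leave-one-out fits and 4 under every alternative, and 4 of the 28 lists had no changed call under any. Of these 4 lists only that of mammary development genes, which the study chose on these samples, was called at the preset correlation. The lists of apoptosis, of cell adhesion and of skin and hair follicle were not called there. Of the values of named genes under alternatives, 2263 kept direction and side of the threshold, 438 lost the call, 15 gained it and 3 reversed; of those of lists, 611 kept both, 106 lost the call, 9 gained it and 4 reversed. Signal over background limits what can be compared, since 6794 probe sets held a single value on all arrays. The t-tests give no list test. Except where stated, the cause was not tested.

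The count of 3930 probe sets (2108 toward ACI, 1822 toward BN) was 1926 (1040 and 886) with the replicate block, 2444 (1386 and 1058) by Welch's test and 8397 (3719 and 4678) with array weights. Within ID series H, with 2 rats per strain, it was 100 (45 and 55). It was 1186 (349 and 837) with the lymphocyte covariate and 6350 (2582 and 3768) without BN arrays 4 and 5. The BN count was 2783 within ID series S and 2807 with median centring, on the probe sets with a mean above 4, which shifted the median of all log2 fold changes by -0.028. Leaving out 1 rat at a time gave 2598 to 4618 calls, 1422 to 2118 toward ACI and 1176 to 2500 toward BN, with the fewest without ACI replicate 4 and the most without BN replicate 5. The replicate numbers do not pair the rats, since the correlations between deviations from the strain means of rats with the same number ran from -0.255 to 0.226.

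Adjusted p-values of lists by camera follow, for each alternative that changed a call. With an estimated correlation the calls lost were proteinases named by the study 0.156, milk protein 0.287, milk fat 0.476, involution 0.398, cell cycle 0.561, other metalloproteinases 0.156, collagens 0.398, B and plasma cells 0.286, T cells 0.398, cytotoxic cells 0.476, macrophages 0.26, granulocytes 0.156, MHC class II 0.43, lymph node 0.407, luminal 0.263, basal 0.398, endothelium 0.156, skeletal muscle 0.561 and respiratory chain 0.635. Within ID series S they were milk fat 0.147, involution 0.222, cell cycle 0.795, other metalloproteinases 0.252, cytotoxic cells 0.363, granulocytes 0.198, MHC class II 0.613, lymph node 0.363, basal 0.252 and respiratory chain 0.198. Within ID series H milk fat was at 0.0771, skeletal muscle 0.105 and respiratory chain 0.0719, and adipocytes were called at 0.000142. Array weights gave milk fat 0.0895, involution 0.122, cell cycle 0.122, other metalloproteinases 0.112, cytotoxic cells 0.112, granulocytes 0.0599, MHC class II 0.27, lymph node 0.0603, basal 0.0998 and respiratory chain 0.254. The replicate block gave milk fat 0.0527, cytotoxic cells 0.0795 and respiratory chain 0.052, and the ID series block gave cytotoxic cells 0.0588 and respiratory chain 0.0576. The filter on dim probe sets gave milk fat 0.0664, cytotoxic cells 0.0978, basal 0.059 and respiratory chain 0.114, quantile normalization gave 0.0568, 0.101, 0.0568 and 0.0709 for the same lists, and median centring gave cytotoxic cells 0.0662 and respiratory chain 0.0607. With a floor at 4, basement membrane was called at 0.0385, and cytotoxic cells and granulocytes were at 0.148. The mean over probe sets gave involution 0.0551 and respiratory chain 0.0612. The fry test, which sets a list against no change and not against the other genes, gave cell cycle 0.15, skeletal muscle 0.177 and respiratory chain 0.177.

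Without BN arrays 4 and 5 milk fat was at 0.12, involution 0.121, cell cycle 0.376, other metalloproteinases 0.121, cytotoxic cells 0.297, granulocytes 0.0678, MHC class II 0.268, lymph node 0.197, basal 0.329 and respiratory chain 0.499. Hormone response without the 7 genes named by the study was at 0.00436 at the preset and 0.156 at an estimated correlation. The lymphocyte covariate is made from the B and T cell lists, so by construction it removes their difference. With it B and plasma cells (0.834), T cells (0.183), cytotoxic cells (0.257) and lymph node (0.605) reversed without being called, as did *Ms4a1* at 1.30, *Cr2* at 1.39 and *Sit1* at 0.81. The calls lost with it were milk protein 0.1, milk fat 0.565, cell cycle 0.693, granulocytes 0.628, MHC class II 0.628, basal 0.629 and respiratory chain 0.245, and those gained were basement membrane 0.00402, interferon response 0.0109 and ribosomal proteins 0.00402.

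When 1 rat was left out, the adjusted p ranged over 0.0151 to 0.0717 for milk fat, 0.00457 to 0.0638 for involution, 0.00101 to 0.0559 for cell cycle, 0.00616 to 0.0542 for other metalloproteinases, 0.00762 to 0.125 for basement membrane, 0.00902 to 0.108 for cytotoxic cells, 0.00979 to 0.0542 for granulocytes, 0.00569 to 0.0862 for MHC class II, 0.000131 to 0.0704 for lymph node, 0.0245 to 0.508 for adipocytes, 0.00902 to 0.0723 for basal and 0.00758 to 0.163 for respiratory chain. The call was lost without BN rat 5 alone for cell cycle, other metalloproteinases, granulocytes and lymph node, without BN rats 3 or 5 for involution and without ACI rat 5 or BN rat 5 for MHC class II. It was lost without ACI rats 1 or 4 or BN rats 4 or 5 for milk fat, without these or BN rat 1 for cytotoxic cells, without ACI rat 3 or BN rats 4 or 5 for basal cells and without ACI rats 2 or 3 or BN rats 4 or 5 for the respiratory chain. It was gained without ACI rats 1 or 5 or BN rat 1 for basement membrane and without ACI rat 1 for adipocytes.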

Differences from the paper's values

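No alternative in this part was chosen after the result was seen, except the fit without BN arrays 4 and 5. Of the values that the paper states for a measure also computed here, no count or fold differed by over 1.5 times and no log2 fold change by more than the spread between rats. The paper reports 4170 differentially expressed probe sets at a false discovery rate of 5%, against 3930 here, and for its arrays it refers to an earlier publication for the test.

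Of the 7 genes that the paper names as higher in ACI, 5 were called by their representative probe set and all 7 had a positive log2 fold change. The paper names *Prlr* among them, and here its representative probe set had an adjusted p of 0.0619, while a second probe set was called (adjusted p = 9.24e-05). The representative of *Prlr* was called with the animal ID series block (0.0437), the filter on dim probe sets (0.0128), quantile normalization (0.042), median centring (0.0181), array weights (0.0214), without BN replicate 3 (0.0263) and with the mean over its probe sets (0.00313), and, in a fit chosen after seeing the values, without BN arrays 4 and 5 (0.047). The paper also names *Gata3*, which here had an adjusted p of 0.282 by its representative probe set and 0.0129 by another, and was called with the mean over its probe sets (0.0261).

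Of the 11 genes of the extracellular environment that the paper names as higher in BN, 10 were called. The exception is *Adam9*, whose annotated probe set had a log2 fold change of 0.26 (adjusted p = 0.596) and was not called under any alternative, whereas the probe set that Table S2 of the paper names *Adam9* was called higher in BN (-0.92, adjusted p = 0.0031).

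For the genes measured by PCR the paper states that the arrays showed concordant differences. Of these 8, *Lef1* was not called by its representative probe set (adjusted p = 0.0551) and was called by its other probe set (adjusted p = 0.0362). The representative of *Lef1* was called with the filter on dim probe sets (0.0108), quantile normalization (0.0488), median centring (0.019), array weights (0.00661), without BN replicate 3 (0.0039) and with the mean over its probe sets (0.0278).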

Other observations

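The on or off comparison and the splits of the arrays were set before their results were seen, except that the opposite *RT1-Ba* probe sets had been noticed. Called genes of collagens, fibrillar matrix and endothelium were all higher in BN glands. Of 39 genes of collagens and fibrillar matrix, 11 were called toward BN and none toward ACI (17 and 0 when adjusted over the list alone), among them *Thbs2*, a thrombospondin, with a log2 fold change of -2.51 (standard error 0.148, adjusted p = 4.3e-05) and near background in ACI rats, and *Plod2*, a lysyl hydroxylase of collagen, with -2.43 (standard error 0.287, adjusted p = 0.00112). The list had a median of -0.784 and an adjusted p of 3.48e-06 from camera, or 0.398 with an estimated correlation, and 7 to 19 BN calls when 1 rat was left out, with the fewest without ACI rat 4 and the most without BN rat 5. Of 18 endothelial genes, 9 were called toward BN and none toward ACI (13 and 0 when adjusted over the list alone), with *Vwf*, which encodes von Willebrand factor, at -2.46 (adjusted p = 0.000272) and the lymphatic marker *Lyve1* at -2.38 (adjusted p = 0.00161). The adjusted p of this list was 7.33e-07, or 0.156 with an estimated correlation, and it had 4 or 5 BN calls without ACI rats 2, 3 or 4 or BN rats 1 or 2. Of 18 basement membrane genes, 4 were called toward BN, such as *Col15a1* at -1.47, and *Lamb3* toward ACI at 0.70, a call lost without ACI rat 4 (5 and 1 when adjusted over the list alone); this list did not pass (adjusted p = 0.0535). Of 23 adipocyte genes, *Thrsp* and *Acsl1* were called toward ACI and 3 genes toward BN, such as *Cidea* at -1.51, a BN count that ran from 1 to 6 when 1 rat was left out, moved in 9 of the 10 fits, and was 0 within ID series S (2 and 5 when adjusted over the list alone; adjusted p = 0.133).

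In the epithelium, 5 of 19 basal and myoepithelial genes were called toward ACI, such as *Krt15* at 2.47 and *Tp63* at 1.03 (8 without BN rat 3, 2 within ID series S), and *Fhl2* toward BN at -1.06, a call lost in 8 of the 10 fits without 1 rat, all but those without ACI or BN rat 5 (7 and 1 when adjusted over the list alone; adjusted p 0.0299, or 0.398 with an estimated correlation). Of 22 genes of milk fat synthesis, 7 were called toward ACI, such as *Thrsp* at 2.55, a call lost without ACI rats 2 or 4 or BN rat 2, and *Gpam* at 2.43, and *Insig1* toward BN at -1.08 (8 and 2 when adjusted over the list alone; adjusted p 0.0399, or 0.476 with an estimated correlation). Of 25 apoptosis genes 3 were called in each direction, with the inhibitor *Xiap* at 2.57, *Mcl1* at 1.13, *Casp8* at -2.67 and *Cflar*, near background in ACI rats, at -1.87 (4 and 3 when adjusted over the list alone; adjusted p = 0.578). Of 77 genes of the respiratory chain, 9 were called toward ACI, such as *Ndufa11* at 0.78, and 2 toward BN, such as *Ndufa2* at -0.60, counts that ran from 4 to 12 and from 1 to 4 when 1 rat was left out and were 15 and 12 within ID series S (12 and 2 when adjusted over the list alone; adjusted p 0.0448, or 0.635 with an estimated correlation). Of 45 ribosomal protein genes, 3 were called toward ACI, such as *Rps27l* at 1.36, lost in 6 of the 10 fits without 1 rat, and *Rps29* toward BN at -0.17, lost in 7, and within ID series S the counts were 1 and 5 (3 and 1 when adjusted over the list alone; adjusted p = 0.721). Of 11 genes of skin and hair follicle, *Krt10* was called toward ACI at 1.45, lost in 6 of the 10 fits without 1 rat, and *Sbsn* toward BN at -1.88 (1 and 1 when adjusted over the list alone; adjusted p = 0.578). None of 19 skeletal muscle genes was called by limma in either direction, also when adjusted over the list alone, and 1 and 2 were called toward ACI without ACI rat 1 and without BN rat 5, although the list had a median of 3.16 and an adjusted p of 0.00468, or 0.561 with an estimated correlation, and its mean per array overlapped between strains (exact permutation test, two-sided p = 0.079).

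Some signals were on in all rats of a strain and at background in all rats of the other, in 16 probe sets, 8 toward each strain. The cut for background was stricter here than the limit of 4 used above. *Wnt4* and *Spink8*, at up to 3.39 and 3.66 in BN rats, are therefore not among these probe sets. Strain sequence differences under the probes are a candidate explanation. Of 4 other detected probe sets of the same genes, 2 were called in the same direction, which is 50% (95% confidence interval 6.76% to 93.2%, Clopper-Pearson), against 32.8% (28.8% to 37%) for 530 other probe sets of genes with graded calls of at least 2-fold. The prediction against sequence differences, a share at least as high as for graded calls, was met but not by more than its spread. A rule that the intervals must be apart was added after the first result. *RT1-Ba* and *Slc30a2* each have more than 1 probe set among the 16. The 2 called in the same direction can therefore themselves be on or off, and probe sets of 1 gene are not independent. For these reasons the test cannot decide the explanation, which stays open. For *RT1-Ba*, a gene of MHC class II that differs in sequence between rat strains, the probe sets gave -10.33, -10.21 and 5.91 (adjusted p = 2.55e-09 each) and -0.08 (adjusted p = 0.959). The probe sets at -10.33 and -10.21 had ACI means of 2.34 and 2.56, and that at 5.91 had a BN mean of 3.08. These means are at or near background, so the folds of these probe sets are lower bounds.

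Of 100 splits of the 10 arrays into groups of 5, drawn from 126 with the real split among them, 1 gave as many calls, the real split itself with 3930 probe sets, and the highest other gave 4, which excludes a random grouping of these arrays. For the number of gene lists called, 1 of the 100 splits, the real split with 21 lists, reached that number, and the highest other gave 20. Every split other than the real one mixes the strains, so the camera test at the preset correlation can call many lists in such a grouping. A count of lists called at that setting therefore carries little weight. As small a p as in the real split was reached in 1 of the 100 splits, the real split itself, by the lists of mammary development genes, proteinases named by the study and hormone response, in 3 by macrophages and luminal epithelium, in 5 by B and plasma cells and endothelium, and in 7 by milk protein. It was reached in 13 by other metalloproteinases and granulocytes, in 14 by collagens, in 16 by T cells, in 17 by milk fat, in 18 by lymph node and basal cells, in 25 by involution, in 34 by MHC class II, in 37 by cytotoxic cells, in 38 by cell cycle, in 42 by skeletal muscle and in 46 by the respiratory chain.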
